# Rice LEAFY COTYLEDON1 Hinders Embryo Greening During the Seed Development

**DOI:** 10.3389/fpls.2022.887980

**Published:** 2022-05-10

**Authors:** Fu Guo, Peijing Zhang, Yan Wu, Guiwei Lian, Zhengfei Yang, Wu Liu, B. Buerte, Chun Zhou, Wenqian Zhang, Dandan Li, Ning Han, Zaikang Tong, Muyuan Zhu, Lin Xu, Ming Chen, Hongwu Bian

**Keywords:** seed development, seed maturation, OsLEC1, photosynthesis, CRISPR/Cas9

## Abstract

LEAFY COTYLEDON1 (LEC1) is the central regulator of seed development in Arabidopsis, while its function in monocots is largely elusive. We generated *Oslec1* mutants using CRISPR/Cas9 technology. *Oslec1* mutant seeds lost desiccation tolerance and triggered embryo greening at the early development stage. Transcriptome analysis demonstrated that *Oslec1* mutation altered diverse hormonal pathways and stress response in seed maturation, and promoted a series of photosynthesis-related genes. Further, genome-wide identification of OsLEC1-binding sites demonstrated that OsLEC1 bound to genes involved in photosynthesis, photomorphogenesis, as well as abscisic acid (ABA) and gibberellin (GA) pathways, involved in seed maturation. We illustrated an OsLEC1-regulating gene network during seed development, including the interconnection between photosynthesis and ABA/GA biosynthesis/signaling. Our findings suggested that OsLEC1 acts as not only a central regulator of seed maturation but also an inhibitor of embryo greening during rice seed development. This study would provide new understanding for the OsLEC1 regulatory mechanisms on photosynthesis in the monocot seed development.

## Introduction

Seeds store the genetic hardware within the embryo, which guarantees the orderly unfolding of the plant's next life cycle in interaction with the environment (Sreenivasulu and Wobus, 2013). During seed development, the major tissue types and stem-cell niches of plants are established. Thus, knowledge of seed development is essential for a full understanding of plant development (Gillmor et al., 2020). Plant seed development is divided into two phases: morphogenesis phase and maturation phase. During the morphogenesis phase, the basic body plan of the embryo and endosperm are established (Lau et al., 2012; Li and Berger, 2012); chloroplast biogenesis and photosynthesis are also initiated during this period in many angiosperm taxa (Puthur et al., 2013). During the maturation phase, photosynthesis, the accumulation of storage compounds, and the induction of desiccation tolerance and preparation for seed dormancy are the main processes (Jo et al., 2019).

Seed development is genetically controlled by at least four regulators, LEAFY COTYLEDON 1 (LEC1), LEC2, FUSCA 3 (FUS3), and ABSCISIC ACID INSENSITIVE 3 (ABI3) (Giraudat et al., 1992; Meinke, 1992; Luerssen et al., 1998; Stone et al., 2001). Generally, *lec1, lec2, fus3*, and *abi3* mutants represent reduction of desiccation tolerance and seed dormancy (Meinke, 1992; Keith et al., 1994; Meinke et al., 1994; West et al., 1994; Parcy et al., 1997; Lotan et al., 1998; Nambara et al., 2000; Stone et al., 2001; Pelletier et al., 2017). LEC1 acts as a central regulator of seed development through combinatorial binding with ABA-RESPONSIVE ELEMENT-BINDING PROTEIN 3 (AREB3), BASIC LEUCINE ZIPPER 67 (bZIP67), and ABI3 (Jo et al., 2019).

In Arabidopsis, loss-of-function mutations of *LEC1* cause defects in storage proteins and lipid accumulation, acquisition of desiccation tolerance, and suppression of germination and leaf primordia initiation (Meinke, 1992; Meinke et al., 1994; West et al., 1994; Santos-Mendoza et al., 2008). Moreover, ectopic expression of *LEC1* induces embryonic development and the activation of genes involved in maturation and storage, as well as lipid accumulation in vegetative organs (Lotan et al., 1998; Kagaya et al., 2005; Mu et al., 2008). A few of studies have explored the effects of the overexpression of *LEC1* in carrot, maize, and rice. Expressing carrot *C-LEC1* driven by the Arabidopsis *LEC1* promoter could complement the viviparous and desiccation intolerant defects of Arabidopsis *lec1-1* mutant (Yazawa et al., 2004). Overexpression of maize (*Zea mays*) *LEAFY COTYLEDON 1* (*ZmLEC1)* increases seed oil production by up to 48% but reduces seed germination and leaf growth (Shen et al., 2010). In rice, *OsLEC1* overexpression results in abnormalities in the development of leaves, panicles, and spikelets (Zhang and Xue, 2013). Heterologous expression of *OsNF-YB7* (*OsLEC1*) in Arabidopsis *lec1-1* complements the *lec1-1* defects. OsNF-YB7 defect causes lethality (Niu et al., 2021). However, how LEC1 regulates rice seed development is not clear.

In the present study, we generated *Oslec1* mutants using a gene-editing technique. Phenotype analysis revealed that dry seeds of *Oslec1* mutants could not germinate but fresh seeds of the mutants germinated normally, suggesting lack of desiccation tolerance. Notably, embryos of mutants turned green during early seed development. Subsequently, RNA-seq transcriptional profiling and ChIP-seq were used to identify the underlying mechanisms via which *OsLEC1* regulates photosynthesis-related genes and seed-maturation related genes. Our studies provide new insights that OsLEC1 is an inhibitor of embryo greening during rice seed development, in addition to being a central regulator of seed maturation.

## Results

### *OsLEC1* Deficiency Disrupts Seed Desiccation Tolerance and Germination

We first established that LEC1 was largely conserved while typically different in a few sites between monocots and dicots by performing multiple alignments (Supplementary Figures 1A,B). To determine the physiological functions of OsLEC1 in rice, we used the CRISPR/Cas9 technology to knock out *OsLEC1*. We generated more than 30 transformant plants in the T0 generation, in which seven homozygous deletion mutants were screened using PCR and DNA sequencing (data not shown). DNA sequencing analysis showed that *Oslec1-1* and *Oslec1-2* contained a 1 bp deletion (G) at the gRNA1 site, and a 1 bp insertion (A or T) at the gRNA2 site (Figure 1A), leading to frameshift mutations and generating premature stop codons at aa157 (Supplementary Figure 1C). Thus, *Oslec1-1* and *Oslec1-2* mutations disrupted the original protein structure from 254 to 157 aa. Except for the shorter height of the mutants compared to the wild type plants, we did not observe obviously abnormal morphological phenotypes, including the tillering or grain number (Supplementary Figure 2). While >90% of the wild type seeds germinated after drying at 37°C for 3 days, none of the mutant seeds germinated (Figures 1B,D). Surprisingly, freshly harvested mutant seeds germinated and even rooted at 24 h after imbibition, when the wild type plant had not germinated yet (Figure 1E, Supplementary Figure 3). Finally, >90% of *Oslec1-1* and *Oslec1-2* fresh seeds germinated, similar to the wild type (Figure 1C). Further, 2,3,5-Triphenyltetrazolium chloride (TTC) staining revealed that the dry seeds of *Oslec1* mutants displayed green primordium without any red tissues, indicating completely lethal embryos in the dry mutant seeds (Figure 1D). Interestingly, green leaf primordia were observed in *Oslec1-1* and *Oslec1-2* embryos but not in wild type ones, suggesting chlorophyll accumulation in the *Oslec1* embryos. Meanwhile, we tested the embryo vitality of freshly harvested seeds (about 25 days after pollination [DAP]) using TTC staining. The embryo vitality of *Oslec1* fresh seeds was similar to that of the wild type seeds (Figure 1E).

**Figure 1:**
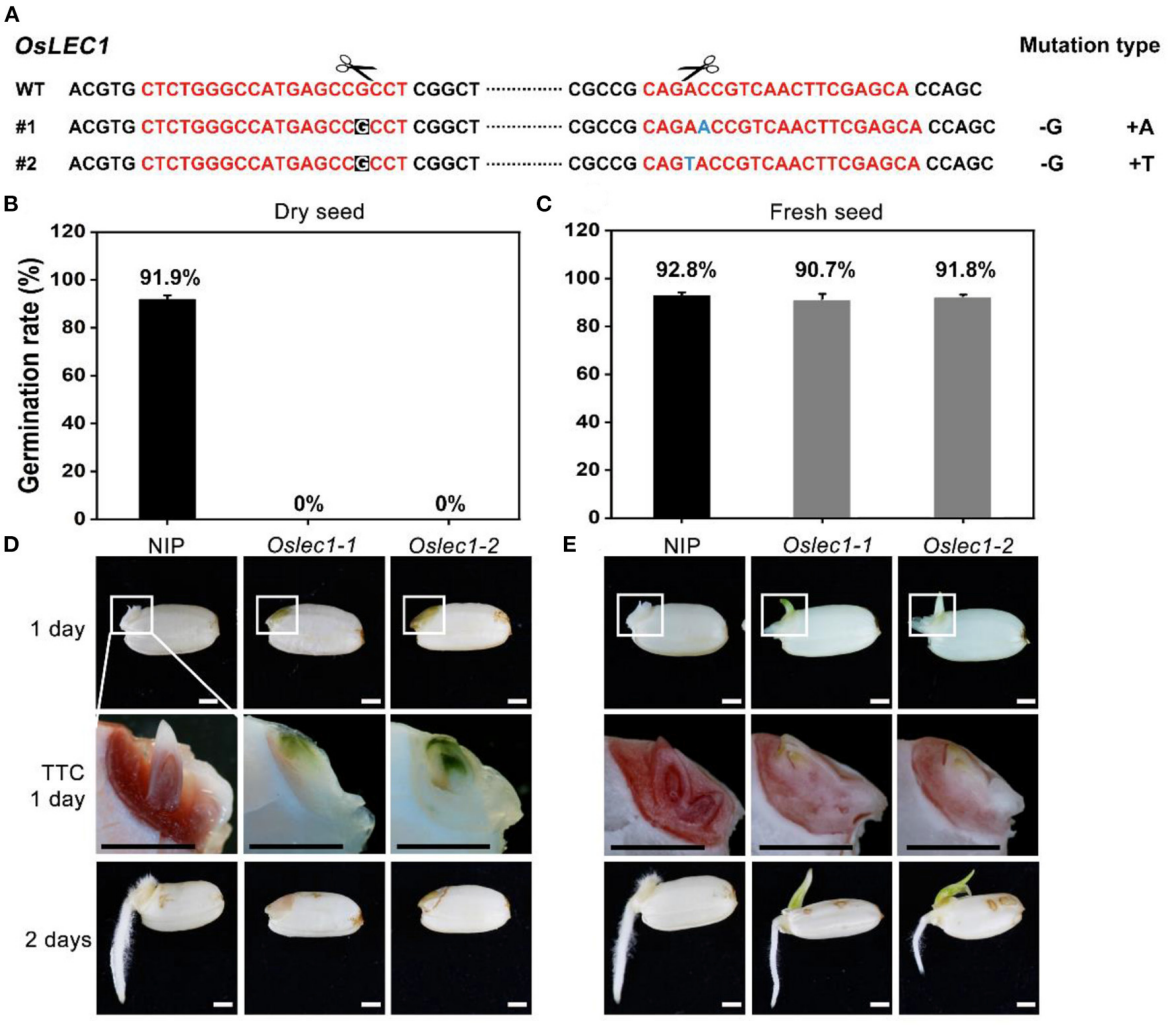
Germination phenotypes of *Oslec1* mutants. **(A)** Mutation sites in the *Oslec1* mutant DNA. The red sequence represents the designed guide RNA (gRNA) for the wild type rice and the scissors represent the predicted knockout sites. The letters with a black background represent the deleted bases, and the blue letter represents the inserted base. **(B,C)** Germination rates of dry seeds and the fresh seeds of the wild type and *Oslec1* mutants after 1 day of imbibition at 37°C. **(D,E)** Photos of the wild type and *Oslec1* mutant seeds after 1 day of imbibition at 37°C (1 day) and 1 day on wet filter paper at 28°C (2 days). Photos of group “TTC 1 day” were the amplification of the regions in white boxes in group “1 day,” indicating the embryos stained by TTC for 3 h at 37°C. Scale bars = 1 mm.

Our results revealed that the *Oslec1* mutation disrupted desiccation tolerance but initiated chlorophyll accumulation in seed development, suggesting that *OsLEC1* acts as a key regulator of seed maturation in rice.

### *OsLEC1* Deficiency Leads to a Green Embryo During Seed Development

Further, we examined the embryo phenotypes of the *Oslec1* mutants and wild type plants at different stages of rice seed development. Wild type embryos remain white during the whole process of rice seed development. In contrast to the wild type embryos, *Oslec1* mutant embryos displayed green apical shoots at 7 DAP (Figure 2A, Supplementary Figure 4). Subsequently, the apical shoot remained green in *Oslec1* mutant embryos at 25 DAP (Figure 2B, Supplementary Figure 4). Surprisingly, after imbibing water for only 3 h at 37°C, the epiblasts covering the embryos were split by the sprouting shoots in the *Oslec1* mutants, indicating more rapid germination in comparison to the wild type plants (Figure 2C, Supplementary Figure 4).

**Figure 2:**
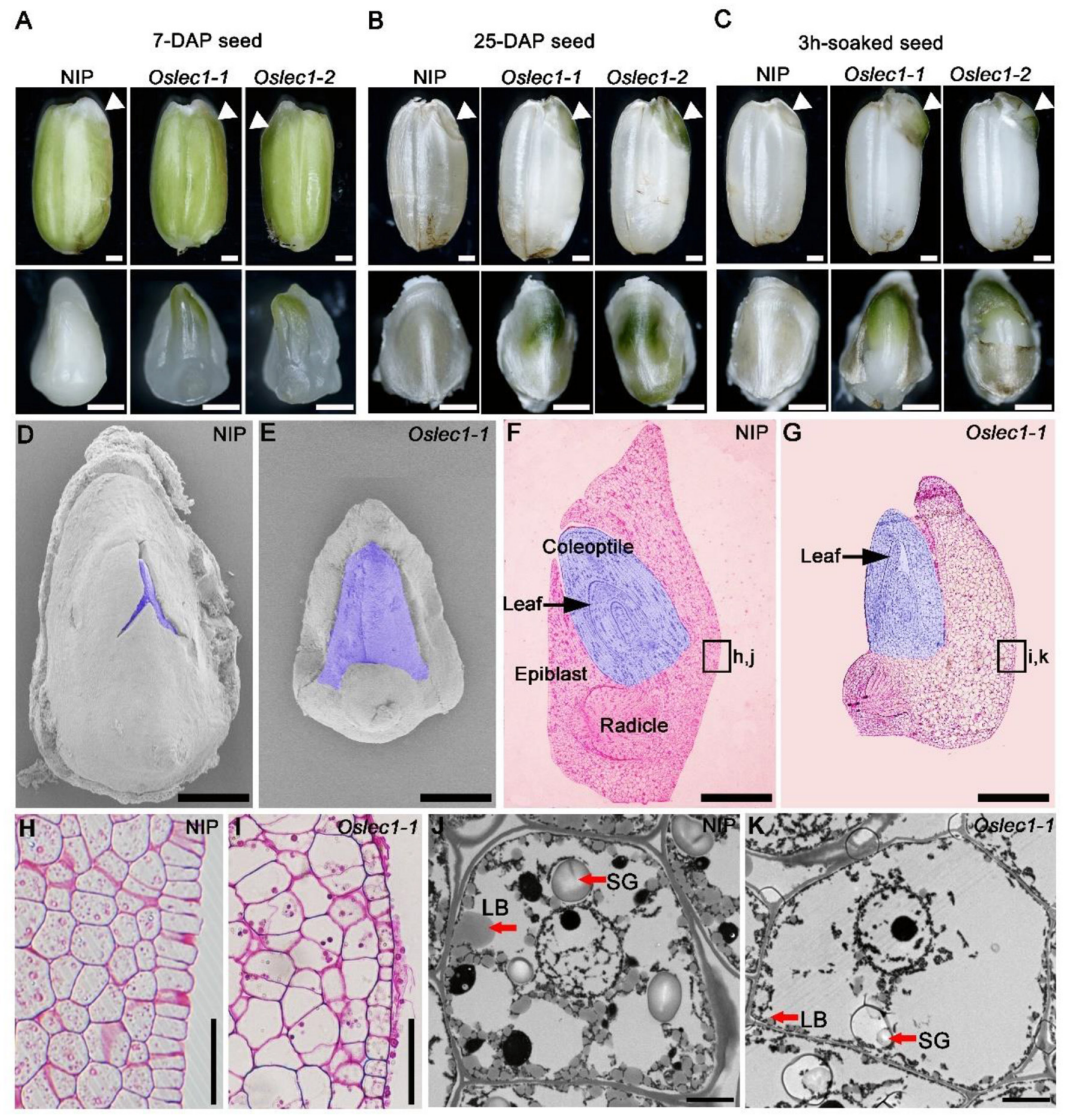
Phenotypes of the developing seeds of *Oslec1* mutants. **(A)** Seeds and embryos (7-DAG) of wild type plants and *Oslec1* mutants. **(B)** Seeds and embryos (25-DAP) of wild type plants and *Oslec1* mutants. **(C)** Seeds and embryos of wild type plants and *Oslec1* mutants soaked in water for 3 h at 37°C. Scale bars = 500 μm. White triangles indicate the embryonic regions in complete seeds. **(D,E)** Scanning electron micrographs of embryos (7-DAP) of wild type plants and *Oslec1* mutants. The purple-colored regions indicate the germs of wild type plants and *Oslec1* mutants. Bars = 500 μm. **(F,G)** Longitudinal resin sections of embryos (7-DAP) of wild type plants and *Oslec1* mutants. The purple-colored regions indicate the germs of wild type plants and *Oslec1* mutants. Black arrows indicate the leaves in the coleoptiles. The leaves of *Oslec1* mutants are stretched out, and the epiblast wrapping the coleoptile is missing. Scale bars = 500 μm. **(H,I)** Amplification of the regions in black boxes in F and G, showing the difference in scutella parenchyma between the wild type and *Oslec1-1* mutant. Scale bars = 50 μm. **(J,K)** Electron micrographs of wild type and *Oslec1-1* embryos. Wild type **(J)** and *Oslec1-1* **(K)** scutellum sections from 7-DAP embryos. Scale bars = 2 μm.

Scanning electron microscopy (SEM) showed that at 7 DAP, the shoot apical meristems in wild type embryos were embedded in the covering epiblast (Figure 2D), while those in the mutants were exposed (Figure 2E). Semi-thin longitudinal sections of embryos exhibited an ordered three-layer leaf primordium in the intact coleoptile of wild type embryos (Figure 2F), whereas in *Oslec1* mutant embryos at 7 DAP, the primary leaves were spread out (Figure 2G). Furthermore, the wild type embryos were bent while *Oslec1* mutant embryos were straight (Figures 2F,G). Thus, the green embryos of *Oslec1* mutants showed that leaf primordia initiation were triggered in the embryo. Moreover, the scutella parenchyma of *Oslec1* mutants was abnormal compared with those of the wild type plants (Figures 2H,J). Transmission electron microscopy (TEM) revealed many lipid bodies and large starch grains in wild type embryos at 7 DAP, while major storage products were almost absent in *Oslec1* mutant embryos (Figures 2J,K). The above data suggested that *OsLEC1* might play a crucial role in the regulation of germination inhibition, and accumulation of storage compounds in rice seed development.

### *OsLEC1* Is Expressed Predominantly in Immature Embryos During Early Seed Development

We analyzed the expression pattern of *OsLEC1* based on an expression database (http://expression.ic4r.org/) (Xia et al., 2017) (Supplementary Figure 5A). The results showed that *OsLEC1* was highly expressed in the callus and immature seeds. Results of qRT-PCR further indicated that mRNA of OsLEC1 accumulated in the embryos but not in endosperm or glume of 20-DAP seeds (Supplementary Figure 5B). Subcellular localization showed that OsLEC1-GFP was enriched in the nucleus, which was indicated by OsIAA1-mCherry in rice protoplasts (Supplementary Figure 5C).

*pOsLEC1:GUS* was expressed strongly in the dorsal section of immature embryos within 4-7 DAP (Figures 3A,B) and then declined to a relatively low level at 25 DAP (Figures 3C–F). Further, semi-thin sections of resin-embedded embryos showed that *OsLEC1* was predominantly expressed in the cells of scutella parenchyma, especially in the apical and basal part of the embryo at 8 DAP (Figures 3G–I). GUS activity could be detected at the scutellum of germinating mature seeds and in callus-induced from scutellum, but not in leaves and roots of seedlings within 14 DAG (Supplementary Figure 6). Expression patterns of *OsLEC1* indicated its possible function in the early stage of rice embryo development.

**Figure 3:**
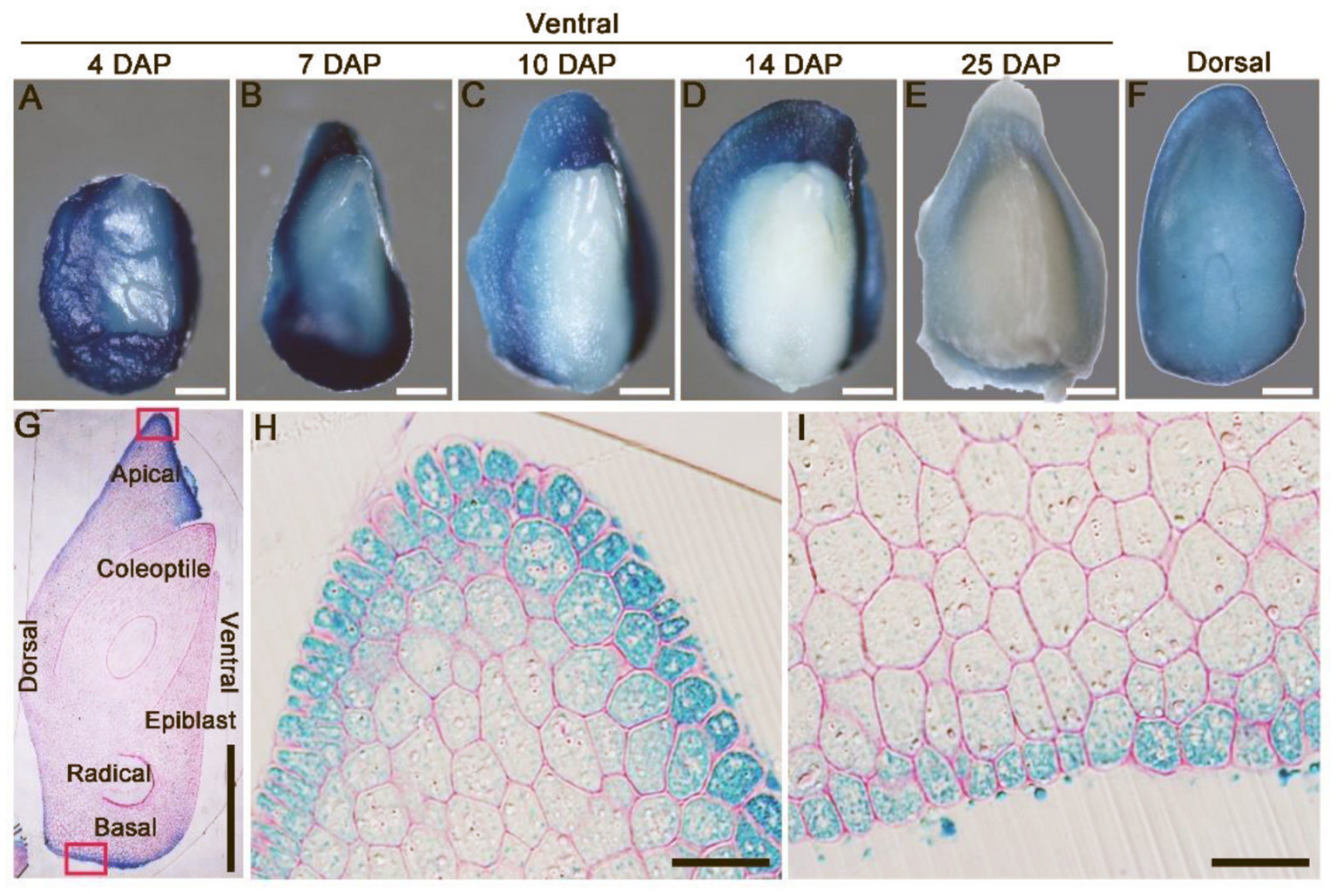
Expression pattern of *OsLEC1*. **(A–E)** Ventral side of *pOsLEC1:GUS* embryos (4–25 DAP) stained in X-Gluc solution for 3 h at 37°C. Scale bars = 200 μm. **(F)** Dorsal side of *pOsLEC1:GUS* embryos (14 DAP) stained in X-Gluc solution for 3 h at 37°C. Scale bars = 200 μm. **(G)** Longitudinal resin section of embryos (7 DAP) of *pOsLEC1:GUS* embryo stained in X-Gluc solution overnight at 37°C. Scale bars = 200 μm. **(H,I)** Amplification of the regions in black boxes in G, showing the apical **(H)** and basal **(I)** parts of the scutella parenchyma, respectively. Scale bars = 50 μm.

### *Oslec1* Mutation Influences Multiple Developmental Processes in Rice Seeds

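Embryos of wild type Nipponbare rice and of the CRISPR/Cas9 mutant *Oslec1-1* in the same background were sequenced at 7 days after pollination (DAP), called the early stage (EE), and at 25 DAP, called the late stage (LE). About 30 embryos were collected, and each genotype and stage had 3 replicates, 12 libraries of polyadenylated RNA in all. Plants grew under 16 h of light and 8 h of dark with nights at 24 °C. The day temperature is 30 °C in the paper and 28 °C in the sample records. The library codes differ between EE and LE, so a difference between the stages cannot be told apart from a difference between sequencing runs, while the genotypes were compared within each stage. The authors trimmed the reads with Trimmomatic, mapped them to the IRGSP-1.0 genome with Hisat2 and gave the number of reads counted on each gene, without normalization, together with FPKM values from StringTie. The paper's text does not name the program that counted the reads. The counts on genes summed to between 16113922 and 19549536 per wild type library at EE, with a median of 17890006, and to between 17921460 and 20462664 in *Oslec1-1*, with a median of 18898912. At LE, they summed to between 17836409 and 25492787 in the wild type, with a median of 23193379, and to between 22732266 and 27213238 in *Oslec1-1*, with a median of 22774271. A count of 0 allows up to 3 counts, which is 1.1e-05% to 1.86e-05% of a library. These limits, and all intervals given for shares, cover counting error only. No 2 replicates of a group had identical counts, and in all 12 pairs of replicates the counts differed by more than the sampling noise, with a chi-square per gene of 5.82 to 33.4. The genotypes were compared with the quasi-likelihood test of edgeR on the 6 libraries of each stage, after TMM normalization and the filterByExpr filter on low counts. Genes with a Benjamini-Hochberg adjusted *p* under 0.05 and an absolute log2 fold change of at least 2 were called upregulated or downregulated, which is the limit the paper used with DESeq2. The count table lists nuclear genes by identifiers without symbols, so the counts of *OsLEC1* itself were not analysed here.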

To identify the genes that were regulated by *OsLEC1*, we performed RNA-seq in *Oslec1-1* mutant and wild type embryos at two different stages of seed development: the early-stage (EE) embryos at 7 DAP and late-stage (LE) embryos at 25 DAP, representing the morphogenesis and maturation phases, respectively (Figure 4).

**Figure 4:**
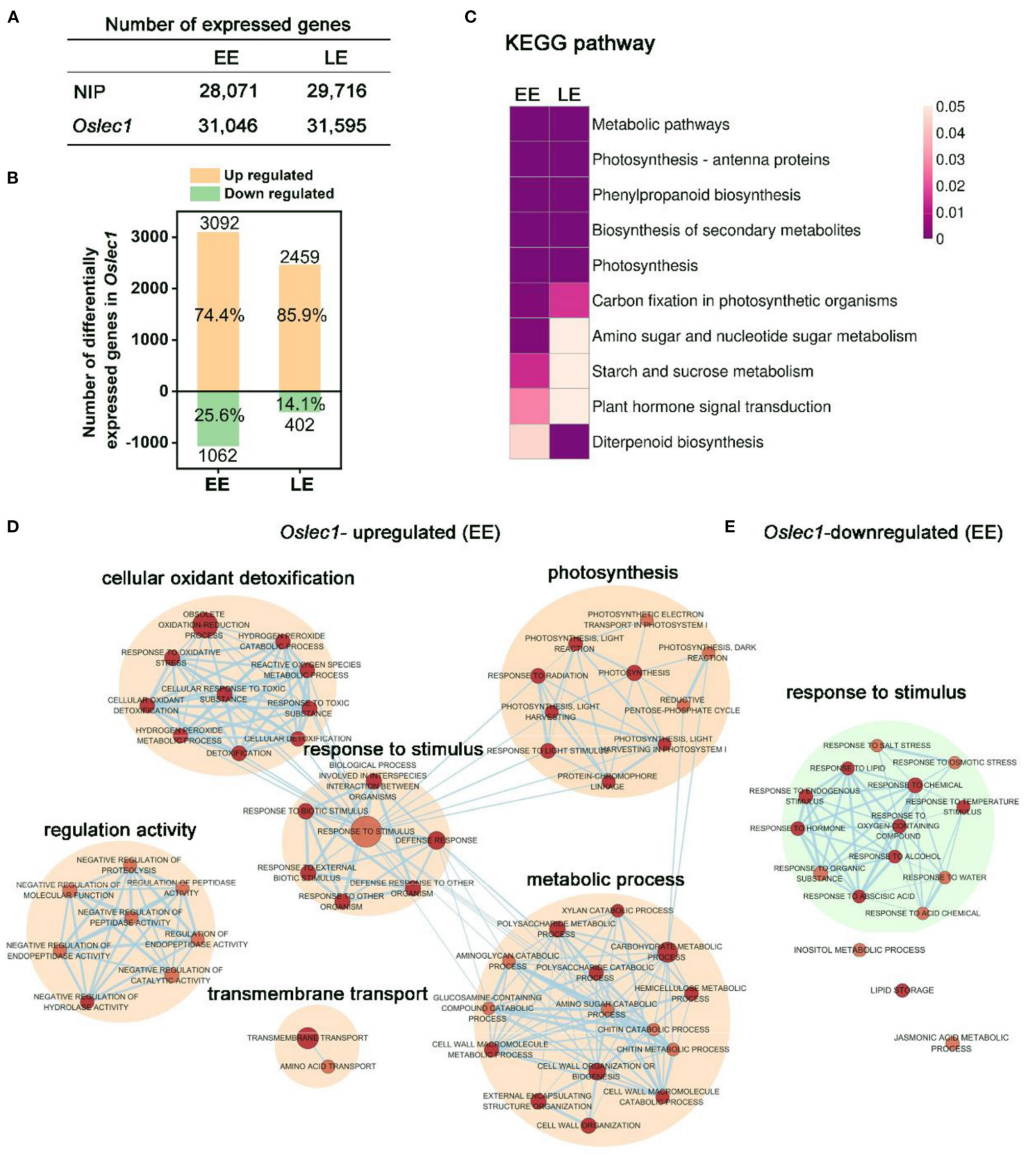
mRNA profiling of *Oslec1* mutant embryos at early (EE) and late (LE) development stages. **(A)** The number of differentially expressed genes detected in wild type and *Oslec1-1* embryos at EE (7 DAP) and LE (25 DAP) stages. **(B)** The number of upregulated and downregulated genes in *Oslec1-1* embryos compared with that in wild type plants. **(C)** KEGG pathway analysis of differentially expressed genes detected in wild type and *Oslec1-1* embryos at EE and LE stages. **(D,E)** GO term analysis of upregulated **(D)** and downregulated **(E)** genes in *Oslec1-1* embryos compared with those in the wild type ones.

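The Spearman coefficient between 2 libraries was computed across the 32693 genes with a count in at least 1 of the 12 libraries, and genes are not independent replicates. It was between 0.977 and 0.989 in the 12 pairs of replicates and between 0.876 and 0.948 in the 54 pairs of libraries from different groups. Wild type and *Oslec1-1* embryos had a mean coefficient of 0.941 ± 0.00625 (SD, 9 pairs) at LE and 0.916 ± 0.00353 (SD, 9 pairs) at EE. The mean was lowest, at 0.886 ± 0.00784 (SD, 9 pairs), between wild type EE and *Oslec1-1* LE embryos. The lowest and the highest coefficient between groups moved most with the Pearson coefficient of the FPKM values, which gave 0.170 to 0.76 between groups and at least 0.988 between replicates.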

Spearman correlation of 12 samples in the two stages showed good repeatability with a coefficient (*R*^2^) of above 0.99, and good heterogeneity with an *R*^2^ below 0.75 (Supplementary Figure 7). 

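Genes with at least 1 count in at least 1 of the 3 replicates numbered 27791 in the wild type and 30495 in *Oslec1-1* at EE, and 29474 in the wild type and 30983 in *Oslec1-1* at LE. Single libraries had counts on 25593 to 26014 genes in the wild type and 28276 to 28841 in *Oslec1-1* at EE, and on 26966 to 27822 and 29069 to 29255 at LE. At both stages, every *Oslec1-1* library had more such genes than every wild type library, which chance gives in 10% of cases for one genotype or the other. When the counts of each library were thinned at random to 16113922, the total of the smallest library, the numbers were 27652 and 30284 at EE and 29094 and 30502 at LE. They moved most when at least 10 counts in 1 replicate were required, to 21595 and 24605 at EE and 23655 and 25304 at LE. At EE, 3299 genes had counts only in *Oslec1-1* and 595 only in the wild type, and a mean of at least 10 counts was reached by 392 of the first and 16 of the second. At LE, 2283 genes had counts only in *Oslec1-1* and 774 only in the wild type, of which 266 and 6 reached a mean of 10 counts.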

The number of genes detected in wild type and *Oslec1* mutant embryos at the two stages are shown in Figure 4A. 

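Of the 23034 genes tested at EE, 2515 were upregulated and 902 downregulated in *Oslec1-1* embryos. Of the 24065 genes tested at LE, 1995 were upregulated and 298 downregulated. The numbers of upregulated genes moved most when only genes with at least 10 counts in every library of the stage were tested, to 742 of 19385 genes at EE and 708 of 20923 at LE. The genes named here had the largest fitted log2 fold change of each stage and direction among genes with a mean of at least 100 normalized counts in the higher group. None of them has 10 counts in every library, so this stricter filter leaves them out. Bounds on the fold can order genes differently from the fitted values. At EE, Os05g0319200 was at least 145.8-fold lower, against 75.3-fold for the downregulated gene named. At LE, Os07g0259100 fell from a mean of 1847 to 13.0 normalized counts, a larger fold than the bound of 95.2-fold for the downregulated gene named. At EE, Os08g0136800 (IRGSP-1.0, chromosome 8, 2066433 to 2067718) had 0 counts in all wild type libraries and 2851 ± 559 normalized counts (SD, n = 3) in *Oslec1-1*, at least 634-fold higher (edgeR, adjusted *p* = 9.59e-08). Os08g0216300 (chromosome 8, 6842089 to 6843002) had 198 ± 62.7 normalized counts (SD, n = 3) in the wild type and 0 in all *Oslec1-1* libraries, at least 75.3-fold lower (edgeR, adjusted *p* = 4.76e-06). At LE, Os09g0537700 (chromosome 9, 21155963 to 21157945) had 0 counts in all wild type libraries and 2217 ± 669 normalized counts (SD, n = 3) in *Oslec1-1*, at least 540.5-fold higher (edgeR, adjusted *p* = 5.05e-05). ENSRNA049472287 (chromosome 2, 2535029 to 2535152) fell from 281 ± 47.6 normalized counts (SD, n = 3) in the wild type to between 0 and 2 counts in *Oslec1-1*, at least 95.2-fold lower (edgeR, adjusted *p* = 1.27e-05).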

Compared with the wild type, there were 3,092 and 2,459 upregulated genes [*p* < 0.05, log_2_ (Fold change)≥2] in *Oslec1-20* mutants at the two stages (EE and LE embryos), while there were only 1,062 and 402 downregulated genes [*p* < 0.05, log_2_ (Fold change) ≤ −2], respectively (Figure 4B and Supplementary Tables 1–4). The percentage of *Oslec1-*upregulated genes among the total number of differentially expressed genes (DEGs) (74.4 and 85.9%) was more than that of downregulated genes (25.6 and 14.1%), suggesting that *OsLEC1* mutation activated more genes than it suppressed. Thus, OsLEC1 might function mainly as a repressor in rice seed development.

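Among the DEGs of the edgeR test, 73.6% were upregulated at EE (95% Wilson confidence interval, 72.1 to 75.1%) and 87.0% at LE (85.6 to 88.3%). Scaling by library size only shifted the median log2 fold change of all tested genes by 0.68 at EE and 0.10 at LE, and the upregulated share was then 87.4% at EE and 89.0% at LE. The share at EE moved most with at least 10 counts required in every library, to 54.8% (52.1 to 57.4%), and the same filter gave 81.7% (78.9 to 84.1%) at LE.

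**Figure D1:**
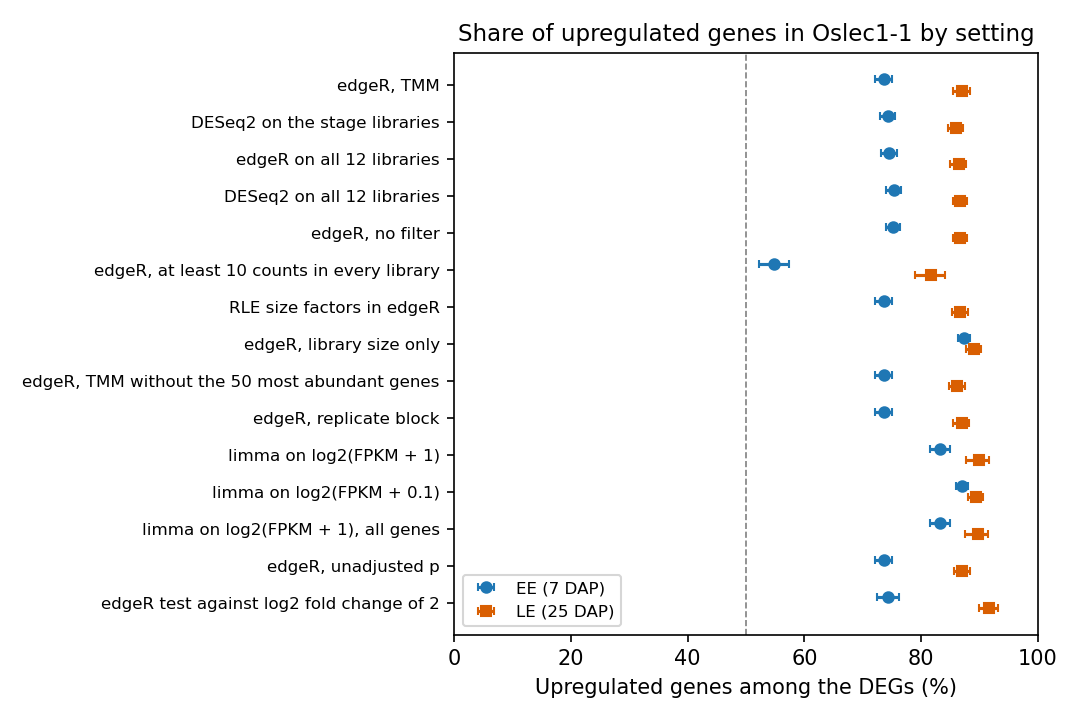
Percent of DEGs that were upregulated in *Oslec1-1* embryos at EE (circles) and LE (squares) under each way of processing the counts, with 95% Wilson confidence intervals as bars and a dashed line at 50%. The shares lie between 54.8% and 87.4% at EE and between 81.7% and 91.7% at LE.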

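Without a limit on the fold change, 6979 genes were higher and 6150 lower in *Oslec1-1* embryos at EE (adjusted *p* under 0.05), so that 53.2% of these genes were higher. At LE, 6171 were higher and 5135 lower, or 54.6% higher. These shares depend on the scaling, and with library size only 14986 genes were higher and 2061 lower at EE (87.9% higher) and 7200 and 3860 at LE (65.1% higher). The 50 genes with the most counts took 41.7 ± 1.52% of the counts (SD, n = 3) in wild type EE embryos and 19.1 ± 0.477% in *Oslec1-1* EE embryos, against 22.9 ± 1.28% and 16.4 ± 1.19% at LE. The normalization factors were 0.756 to 0.824 in the wild type and 1.22 to 1.29 in *Oslec1-1* at EE, and 0.954 to 0.973 and 1.03 to 1.05 at LE. With the tested genes divided into 3 groups of equal size by their mean count, the upregulated share of the DEGs at EE was 84.1% in the lowest group, 70.4% in the middle group and 44.2% in the highest group. At LE, it was 88.5%, 86.3% and 79.6%. From the larger share of upregulated genes, the paper proposes that OsLEC1 acts mainly as a repressor.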

Kyoto Encyclopedia of Genes and Genomes (KEGG) analysis showed that top pathways (*p* < 0.05) of differentially expressed genes detected in wild type and *Oslec1-1* embryos were similar at EE and LE stages (Figure 4C), including metabolic pathways, photosynthesis-antenna proteins, phenylpropanoid biosynthesis, biosynthesis of secondary metabolites, photosynthesis, and carbon fixation in photosynthetic organisms. KEGG terms related to amino sugar and nucleotide sugar metabolism, starch and sucrose metabolism, and plant hormone signal transduction were selectively enriched at the EE stage, while diterpenoid biosynthesis was preferentially enriched at the LE stage, as shown in Figure 4C and Supplementary Table 5. The results suggested that *Oslec1* mutation affects many biological pathways involved in photosynthesis, biomacromolecule biosynthesis and metabolism, and hormone signal transduction in seed development.

To further explore the transcriptional regulation of *OsLEC1* in the seed development, we identified all the GO terms significantly enriched (*p* value <0.01) in the biological progress of the two stages (Figure 4D, Supplementary Tables 6–9). The network showed that *Oslec1*-upregulated genes were mainly enriched in GO terms involved in photosynthesis, cellular oxidant detoxification, response to stimulus, metabolic process and regulation activity, while *Oslec1*-downregulated genes were mainly enriched in GO terms involved in response to stimulus biological process at EE and LE stages (Figure 4D, Supplementary Figure 8). The GO terms for *Oslec1*-upregulated mRNAs related to photosynthesis include photosynthesis, light harvesting, and light reactions, consistent with the embryo greening phenotype of *Oslec1* mutants (Figures 2, 4D). 

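The paper's GO list for light harvesting in photosystem I holds 14 genes, which the study took from the genes upregulated at EE, so that their EE values are not independent evidence, while the LE libraries took no part in the choice. All 14 genes were upregulated in *Oslec1-1* at EE, with a median log2 fold change of 7.65, or 7.09 with the 6 genes of at most 3 counts in every wild type library at their bound. At LE, 13 of the 14 were upregulated, with a median of 5.20, or 4.68 with such genes at their bound, and the lowest value was 0.37. The wider list for light harvesting holds 17 genes, of which 17 were upregulated at EE with a median of 7.64 (6.20 with bounds) and 15 at LE with a median of 4.76 (4.59 with bounds). The numbers were the same when *p* was adjusted over the list alone. Every *Oslec1-1* library lay above every wild type library for 14 of 14 genes of the narrower list at EE and 13 of 14 at LE, while chance separates the genotypes in one direction or the other in 10% of cases. The summed counts of these 14 genes rose from 5.58 ± 0.560 to 636 ± 51.7 CPM after normalization (SD, n = 3) at EE and from 22.3 ± 1.60 to 832 ± 106 at LE, a difference larger than the spread between replicates. With at least 10 counts in every library, 2 of the 2 genes still tested were upregulated at EE and 8 of 9 at LE, and for the wider list 3 of 3 and 9 of 11.

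**Figure D2:**
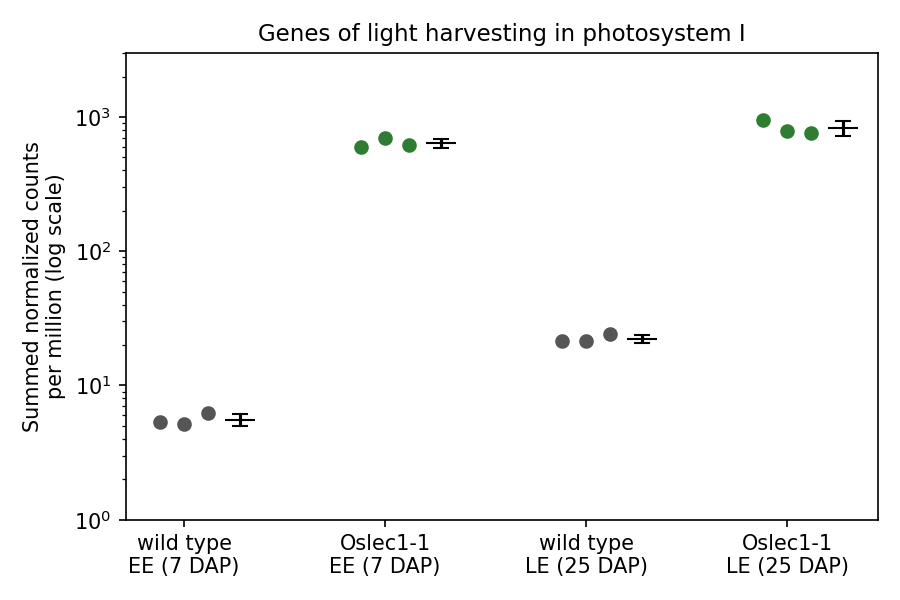
Summed normalized CPM (log axis) of the 14 light-harvesting genes of photosystem I in each of the 12 libraries by group, with the mean and SD of the 3 replicates. Wild type libraries lie between 5.17 and 24.1 and *Oslec1-1* libraries between 595 and 953.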

The GO terms for *Oslec1*-downregulated mRNAs involved in response to stimulus include response to water, ABA, hormones, and temperature stimulus (Figure 4E), consistent with the desiccation intolerant and rapid germination phenotypes related to seed dormancy (Figures 1, 2). Together, RNA-seq analysis suggested that *Oslec1* mutation affects two aspects in rice seed development: promoting photosynthesis-related pathways and interrupting seed maturation process.

### *Oslec1* Mutation Upregulates a Series of Genes Involved in Photosynthesis and Photomorphogenesis

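The limit on the fold change was applied to the estimate, while the test itself asked only whether a gene changed. When edgeR's glmTreat tested each gene against a log2 fold change of 2, 1520 genes were upregulated and 523 downregulated at EE, and 965 and 87 at LE. With the unadjusted *p* in place of the adjusted *p*, the numbers were 2516 and 902 at EE and 2016 and 299 at LE.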

We designated genes regulated by *OsLEC1* as those whose expression was at least four-fold higher or lower [log2(Foldchange)≥2 or < −2] in *Oslec1* mutants than that in wild type seeds at the same stage at a statistically significant level (*p* < 0.05). Compared with wild type embryos, most genes involved in photosystem I (*OsPSA*s), photosystem II (*OsPSB*s), and light-harvesting complex (*OsLHCAs* and *OsLHCBs*) (Ben-Shem et al., 2003; Gao et al., 2018) were synergistically upregulated in *Oslec1-1* embryos (Figure 5A). In addition, several DEGs involved in chloroplast development, as well as chlorophyll biosynthesis and degradation (Bollivar, 2006; Hu et al., 2021) were also upregulated, such as *OsSGRL, OsPORA, OsPORB*, and *OsNYC4* (Figure 5A). 

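Genes of the photosystems and of the light-harvesting complex were taken from the paper's GO lists by identifier, since the count table holds no symbols for nuclear genes. Of the 32 genes of the light reaction list, 30 identifiers are in the copy of the list used here. At EE, 28 of the 29 tested were upregulated, and the other had an adjusted *p* under 0.05 with a log2 fold change just under the limit. The median log2 fold change was 6.32, or 5.29 with genes of at most 3 counts in every wild type library at their bound. At LE, 25 of 30 were upregulated, with log2 fold changes from 0.23 to 11.89 and a median of 3.95 with or without bounds. Their summed counts rose from 21.1 ± 1.32 to 950.4 ± 59.6 normalized CPM (SD, n = 3) at EE and from 55.1 ± 1.97 to 1224 ± 141 at LE. Of the 63 genes of the photosynthesis list, 30 identifiers are in the copy used here, of which 30 were upregulated at EE with a median of 5.75 and 27 at LE with a median of 5.36. Both lists were also chosen by the study at EE, and adjusting over the list alone gave the same numbers. The count table lists 15 plastid genes of the *psa* and *psb* series, of which 4 had any count in libraries of polyadenylated RNA, with 3 to 39 counts per library in all. Only gene-psaC (plastid genome, 108020 to 108265) could be tested. The log2 fold change of gene-psaC was 1.96 (standard error 0.63, adjusted *p* = 0.023 in edgeR) at EE and 1.02 (standard error 0.66, adjusted *p* = 0.236 in edgeR) at LE.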

Chloroplast biosynthesis genes are in the majority, and the *OsPORA* with the largest increase is chloroplast biosynthesis related. The results suggested that *OsLEC1* repressed the transcription of many genes related to photosynthesis during rice embryo development.

**Figure 5:**
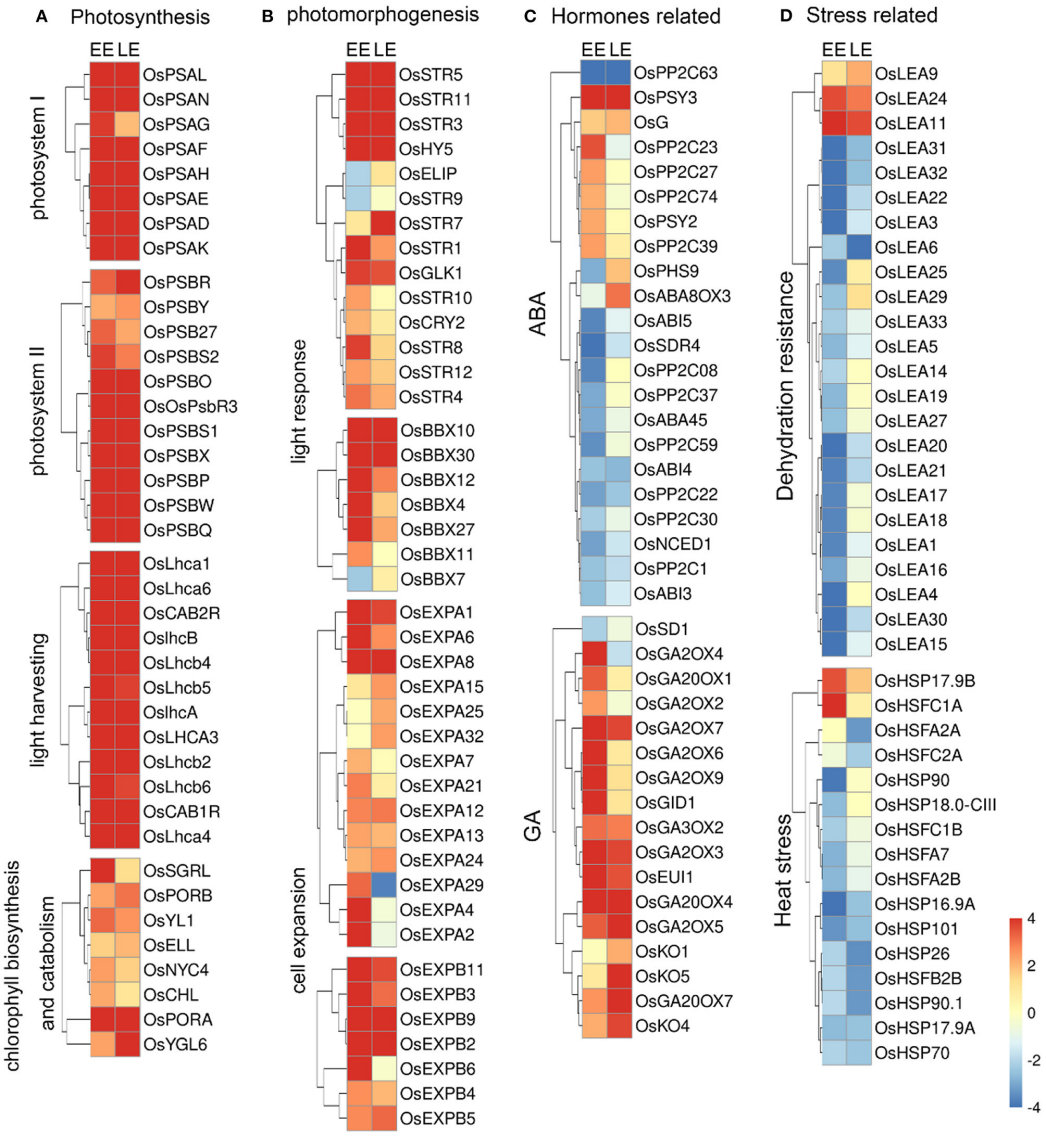
Heat maps of differentially expressed genes in *Oslec1* embryos. **(A)** Heat maps of genes involved in photosynthesis, **(B)** photomorphogenesis, **(C)** hormone pathways, and **(D)** stress responses, including dehydration resistance and heat stress response.

In addition, DEGs involved in photomorphogenesis, and light response were analyzed (Figure 5B). The results showed that *OsCRY2, OsHY5, OsBBX (4, 7, 10, 11, 12, 27, 30), OsEXPA (1, 2, 4, 6, 7, 8, 12, 13, 15, 21, 24, 25, 29, 32)*, and *OsEXPB (2, 3, 4, 5, 6, 9*,*11)* were significantly upregulated at least in one stage in the *Oslec1* embryos (Figure 5B, Supplementary Table 10). Ten members of the sulfurtransferase (Str) family (Bartels et al., 2007), were upregulated in the *Oslec1* mutant at least in one stage, including *OsStr (1, 3*, 4, *5*, 7-*12)*. In addition, *OsGLK1* (*GOLDEN2-LIKE1*) (Waters et al., 2009), was upregulated significantly at the EE and LE stages.

The above results demonstrated that *Oslec1* mutation upregulated a series of genes involved in photosynthesis and photomorphogenesis in the developing embryos.

### *Oslec1* Mutation Regulates Genes Involved in Diverse Hormonal Pathways and Stress Response

We identified the transcription of genes involved in hormone biosynthesis, signaling, and accumulation of six main hormones: abscisic acid (ABA), gibberellin (GA), brassinosteroid (BR), zeatin, ethylene, and auxin (De Paepe and Van der Straeten, 2005; Yamaguchi, 2008; Dong et al., 2015; Keshishian and Rashotte, 2015; Kim and Russinova, 2020; Tan et al., 2021) (Figure 5C, Supplementary Figure 10). *OsPP2C (1, 08, 22, 30, 37, 59, 63), OsNCED1, OsSDR4*, and *OsABA45* (involved in ABA biosynthesis), as well as *OsABI3, OsABI4*, and *OsABI5* (involved in ABA signaling) were significantly downregulated in the *Oslec1-1* mutant. Conversely, *OsKO (1, 4, 5), OsGA2OX (2, 3, 4, 5, 6, 7, 9), OsGA3OX2, OsGA20OX (1, 4, 7)*, and *OsGID1* (involved in GA biosynthesis) were significantly upregulated in the mutant (Figure 5C). In other hormonal pathways, several genes were differentially regulated. *OsCYP735A3* in zeatin biosynthesis and *OsHK2* in zeatin signaling, *OsBU1, OsSEPK1*, and *OsLAC15* in BR response, *OsACO (1, 2, 5)* in ethylene biosynthesis and *OsETR4* in ethylene signaling, *OsYUCCA (2, 6)* in auxin biosynthesis, *OsGH3-13* in auxin accumulation, *OsIAA (2, 12, 16)* and many *OsSAURs* in the auxin signaling pathway were significantly upregulated (Supplementary Figure 9). Overall, the majority of the genes related to GA, zeatin, BR, ethylene, and auxin pathways were activated in the *Oslec1-1* embryos. In contrast, *Oslec1* mutation suppressed ABA biosynthesis and signaling in the developing seeds.

Stress response-related genes including *OsLEA*s, *OsHSP*s, and *OsHSF*s were also significantly dysregulated in the *Oslec1-1* mutant (Figure 5D, Supplementary Table 11). Results showed that 21 *OsLEA*s were significantly downregulated, while only three were upregulated, such as *OsLEA9, OsLEA11*, and *OsLEA24*. Similarly, most *OsHSP* and *OsHSF* genes were downregulated in the *Oslec1-1* mutant. It is noteworthy that the expression levels of *OsLEA* genes were more significantly downregulated at the EE stage than the LE stage (Figure 5D), suggesting that *Oslec1* mutation affected expression of *OsLEA*s predominantly in the early stage of seed development.

Expression levels of nine representative genes were detected in EE and LE stage embryos using qRT-PCR. The results showed that *OsPSAN, OsPSAW, OsLHCA3, OsPORB, OsGA2ox3*, and *OsGA2ox9* were significantly upregulated in the *Oslec1* mutant, while *OsABI3, OsLEA1* and *OsLEA17* were significantly downregulated in early and late stages of seed development, consistent with the RNA-seq results (Supplementary Figure 10).

Overall, the transcriptome analysis of the *Oslec1* mutant suggested that OsLEC1 regulated diverse sets of genes involved in photosynthesis, photomorphogenesis, stress response, and diverse hormones pathways in seed development.

### Genome-Wide Identification of OsLEC1-Binding Sites

To determine which processes are directly regulated by OsLEC1, we performed chromatin immunoprecipitation followed by high-throughput sequencing (ChIP-seq) using the embryonic callus of *35S:3xFLAG-OsLEC1 2#* and wild type plants. We could not harvest enough young embryos from the *35S:3XFLAG-OsLEC1* transgenic plants to perform ChIP-seq experiment. According to the expression data of *OsLEC1* by GUS staining, embryonic callus seems to be the best alternative tissue besides of the embryo. Expression level of tagged protein and callus formation phenotype of *35S:3xFLAG-OsLEC1* lines are shown in Supplementary Figure 11. The peaks of *35S:3xFLAG-OsLEC1* were distributed mainly at the 5'-UTR sites, in a region within 2 kb upstream of the genes, while the peaks of the wild type did not show a significantly enriched sites and the normalized signal was significantly weaker than that of the *35S:3xFLAG-OsLEC1* (Supplementary Figure 12). In the *35S:3xFLAG-OsLEC1* group, 60.25% of the 27452 peaks were localized in the promoter region, including 51.96% within 1 kb of and 8.29% between 1 and 2 kb of the promoter (Figure 6A). The top enriched KEGG pathways (*p* < 0.05) for these peak targets include amino sugar and nucleotide sugar metabolism (ko00520), butanoate metabolism (ko00650), N-glycan biosynthesis (ko00510), carotenoid biosynthesis (ko00906), and ribosome (ko03010) (Figure 6B, Supplementary Table 12).

**Figure 6:**
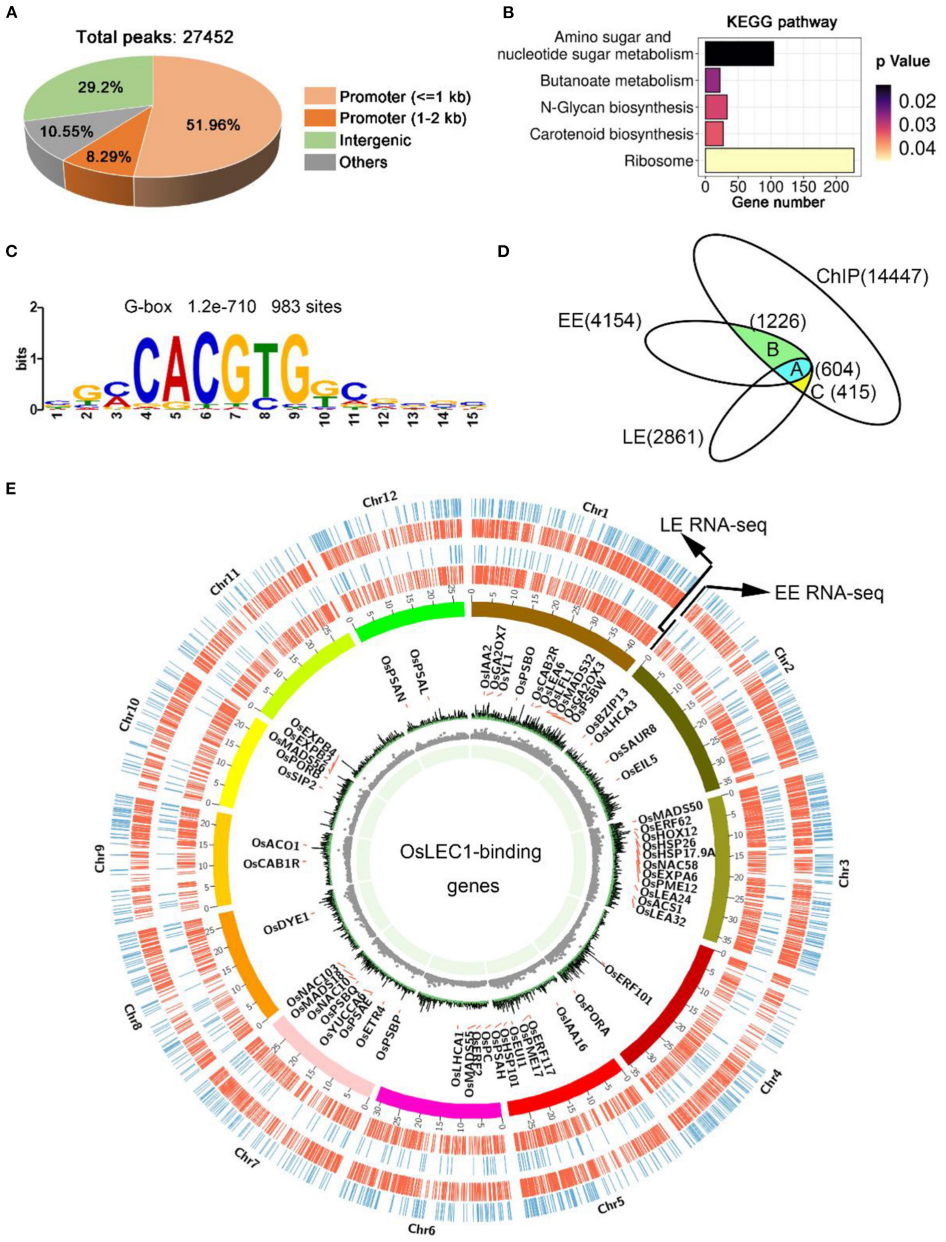
OsLEC1-binding genes detected using ChIP-seq. **(A)** The distribution of peaks on the rice genome according to ChIP-seq results. **(B)** KEGG pathway analysis of OsLEC1-binding genes. **(C)** DNA sequence motif G-box that enriched in LEC1-bound genomic regions 1 kb upstream of target genes, which were identified via de novo motif-discovery analyses. **(D)** Venn diagrams show the overlap between genes bound by OsLEC1 and differentially expressed genes in *Oslec1-1* embryos. Group A indicates 604 genes detected using ChIP-seq and RNA-seq at EE and LE stages; group B indicates 1,226 genes detected using ChIP-seq and RNA-seq at the EE stage; group C indicates 415 genes detected using ChIP-seq and RNA-seq at the LE stage. **(E)** Genome browser view of the chromosomal region showing enrichment of genomic regions bound by OsLEC1 and genes regulated by OsLEC1. The name of the OsLEC1-binding genes are written within the cycle of chromosomes, and genes up-regulated or down-regulated by OsLEC1 are represented by red or blue lines respectively, outside the cycle of chromosomes.

DNA sequence motifs that were enriched in LEC1-binding genomic regions of 1 kb upstream of target genes were identified via *de novo* motif-discovery analyses (Figure 6C). These motifs most closely corresponded with several cis-regulatory elements including the G-box (CACGTG) or ABRE-like (C/G/T) ACGTG(G/T) (A/C), which were significantly overrepresented in OsLEC1 target genes with 983 binding sites. We did not detect a CCAAT DNA motif. To determine the genes directly regulated by OsLEC1 in rice seed development, we analyzed the overlapping OsLEC1-binding genes via ChIP-seq, using the DEGs detected in *Oslec1* embryos at EE and LE stages. There were 14,447 unique target genes binding with OsLEC1, as well as 4,154 and 2,861 DEGs at EE and LE stage embryos of *Oslec1* mutants, respectively. 

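The DEGs of *Oslec1-1* embryos numbered 3417 at EE and 2293 at LE in the edgeR test. DESeq2 on the libraries of each stage gave 4114 DEGs at EE, of which 3055 were upregulated and 1059 downregulated, and 2869 at LE, of which 2466 were upregulated and 403 downregulated. Binding of OsLEC1 in callus was not analysed here.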

Venn diagram showed that OsLEC1 bound to 604 DEGs at EE and LE stages (Figure 6D), which were mainly involved in photosynthesis, chlorophyll biosynthesis, flowering, dehydration resistance, cell wall, heat stress, and hormonal pathways (GA, auxin, ethylene) (Supplementary Tables 13, 14). There were more target genes bound by OsLEC1 specifically at the EE stage (1226) than those at the LE stage (415) (Figure 6D), suggesting that OsLEC1 might control more gene expression pathways in the early stage of seed development. At the EE stage, OsLEC1-binding genes were involved in the ABA pathway, dehydration resistance, lipid metabolic processes, heat stress, cell wall, and other hormonal pathways (auxin, cytokinin, ethylene). At the LE stage, OsLEC1-binding genes were involved in response to stress, seed development, Jasmonate acid (JA), auxin-related and other transcriptional factors (Supplementary Tables 13, 14).

A CIRCOS plot was constructed to identify and analyse similarities and differences between the OsLEC1 target genes according to ChIP-seq results with DEGs at EE and LE stages at the genome scale (Figure 6E). The gene density and number were larger at the EE stage compared with those at the LE stage. According to the annotation and the chromosomal distribution, target genes of OsLEC1 were mapped for all 12 rice chromosomes with similar densities (Figure 6E).

### OsLEC1 Bound to DEGs in Photosynthesis and Seed Maturation Processes

According to the results above, we illustrated an OsLEC1-binding/regulating gene network using a combination of RNA-seq and ChIP-seq data. DEGs involved in photosystem I (*OsPSA*s), photosystem II (*OsPSB*s), light-harvesting complex (*OsLHCA*s), electron carrier (*OsPC*), and two genes encoding key enzymes in chlorophyll biosynthesis (*OsPORA* and *OsPORB*), were identified as OsLEC1-binding genes. These genes were upregulated (at least four folds compared with wild type) in *Oslec1* mutant embryos (Figure 7A), possibly contributing to embryo greening (Figure 7C).

**Figure 7:**
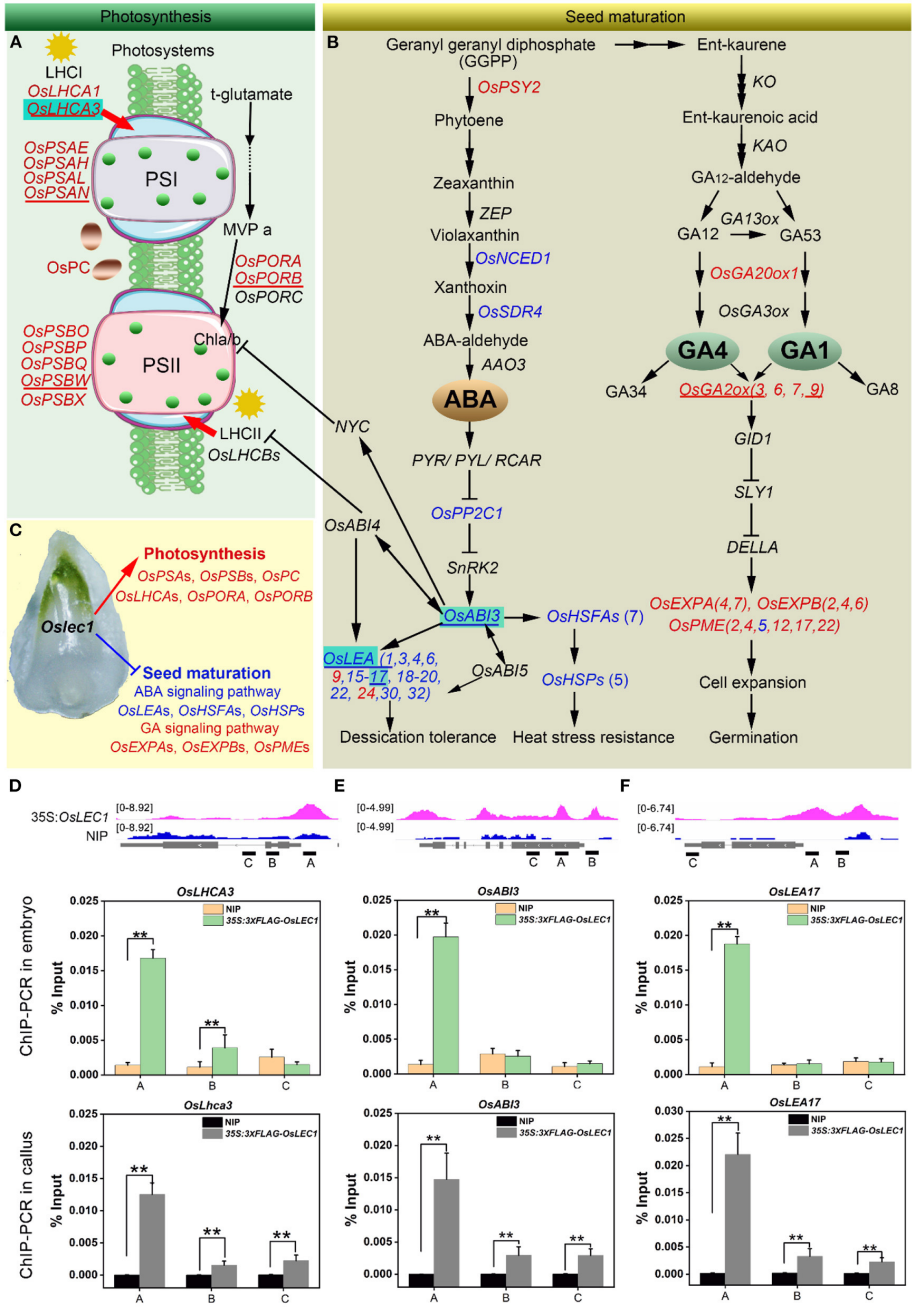
A proposed model of the mutated *Oslec1* action. **(A)** Photosynthesis-related genes were up-regulated in the *Oslec1* mutant, including genes encoding key enzymes PSI, PSII, LHCI, LHCII and OsPC, etc. **(B)** *Oslec1* mutation regulated genes involved in seed maturation, including genes in ABA/GA biosynthesis and signaling pathways. **(C)** *Oslec1* mutation results in the activation of photosynthesis and the inhibition of seed maturation. Genes underlined indicate that they are verified by qRT-PCR. Genes in red indicate that they are upregulated in *Oslec1* embryos, and directly bound by OsLEC1; genes in blue indicate that they are downregulated in *Oslec1* embryos and directly bound by OsLEC1. **(D–F)** IGV screenshot of peak sites on genome sequences of OsLEC1-binding genes and ChIP-qPCR analysis of the binding genes in embryos and callus of *35S:3* × *FLAG-OsLEC1 2#* and the wild type. These three genes are all marked with cyan background in the model above. The asterisks show significant differences (*t*-test; **P < 0.01) between 35S:3 × FLAG-OsLEC1 and the wild type.

In the ABA pathway, we identified *OsNCED1, OsSDR4, OsPP2C1*, and *OsABI3* as OsLEC1-binding genes, which were significantly downregulated in *Oslec1* embryos (Figure 7B). In the downstream of *OsABI3*, 13 *OsLEA*s and 12 *OsHSF*s/*OsHSP90.1* were identified as OsLEC1-binding genes and were significantly downregulated in *Oslec1* embryos (Figure 7B). We also found that *OsGA20ox1* and *OsGA2ox (3, 6, 7, 9)*, which are involved in GA biosynthesis and deactivation, were identified as OsLEC1-binding genes and significantly upregulated in the EE- and LE-stage *Oslec1* embryos (Figure 7B). Cell expansion/cell wall-related genes *OsEXPAs, OsEXPBs*, and *OsPMEs*, downstream of the GA signaling pathway, were also identified as OsLEC1-binding and upregulated genes (Figure 7B). These results suggested that *Oslec1* mutation inhibited the seed maturation processes via inhibiting ABA signaling pathway and promoting GA signaling pathway (Figure 7C).

Integrative genomics viewer (IGV) was used for the straightforward visualization of OsLEC1-binding sites on nine target genes (Figures 7A,B). OsLEC1-binding sites of *OsPSAN, OsPSBW, OsLHCA3, OsPORB, OsLEA1*, and *OsLEA17* were found on the promoter regions, and those of *OsGA2ox3* and *OsABI3* were on the promoters and coding regions, while the binding site of *OsGA2ox9* was mainly on the coding region (Figures 7D,F, Supplementary Figure 13). Among them, *OsLHCA3, OsABI3*, and *OsLEA17* were verified by CHIP-qPCR in both embryos and callus of *35S:3xFLAG-OsLEC1*. The CHIP-qPCR results were consistent with IGV screenshot from the ChIP-seq (Figures 7D–F).

## Discussion

LEC1 is an essential regulator of seed maturation (Meinke et al., 1994; West et al., 1994; Lotan et al., 1998; To et al., 2006; Braybrook and Harada, 2008; Pelletier et al., 2017; Lepiniec et al., 2018; Jo et al., 2019). The studies on LEC1 function are summarized in Supplementary Figure 14. In the present study, we described the resulting seed development phenotypes of the rice *Oslec1* mutant and illustrated an OsLEC1-binding/regulating gene network using a combination of RNA-seq and ChIP-seq data. We found that *Oslec1* mutation did not cause embryo lethality but caused disrupted desiccation tolerance, which caused death due to drying after seed harvesting (Figure 1). Chlorophyll accumulation in *Oslec1* embryos was triggered at a very early stage of seed development (Figure 2). OsLEC1 could directly bind and regulate many genes involved in ABA/GA biosynthesis and signaling pathway, contributing to dormancy (Figure 7). It is widely recognized that phytohormones ABA and GA are the primary hormones regulating seed dormancy and germination, respectively (Finkelstein et al., 2002, 2008; Graeber et al., 2012; Lee et al., 2015). Levels of major storage molecules were dramatically reduced in *Oslec1* mutant embryos (Figure 2). Notably, the shoot apices of *Oslec1* embryos were activated and possessed leaf primordia, whereas wild type embryonic shoot apices were inactive and did not initiate leaf development (Figure 2). Similar phenotypes were reported in Arabidopsis (Meinke, 1992; Meinke et al., 1994; West et al., 1994). A recent study showed that OsNF-YB7 (OsLEC1) complements the developmental defects of *lec1-1* in Arabidopsis when driven by the *LEC1* native promoter (Niu et al., 2021). Therefore, OsLEC1 has a conservative function in seed maturation among dicots and monocots, which is required for the acquisition of desiccation tolerance and seed dormancy, storage compound accumulation, and inhibition of early germination (Figure 8Q).

**Figure 8:**
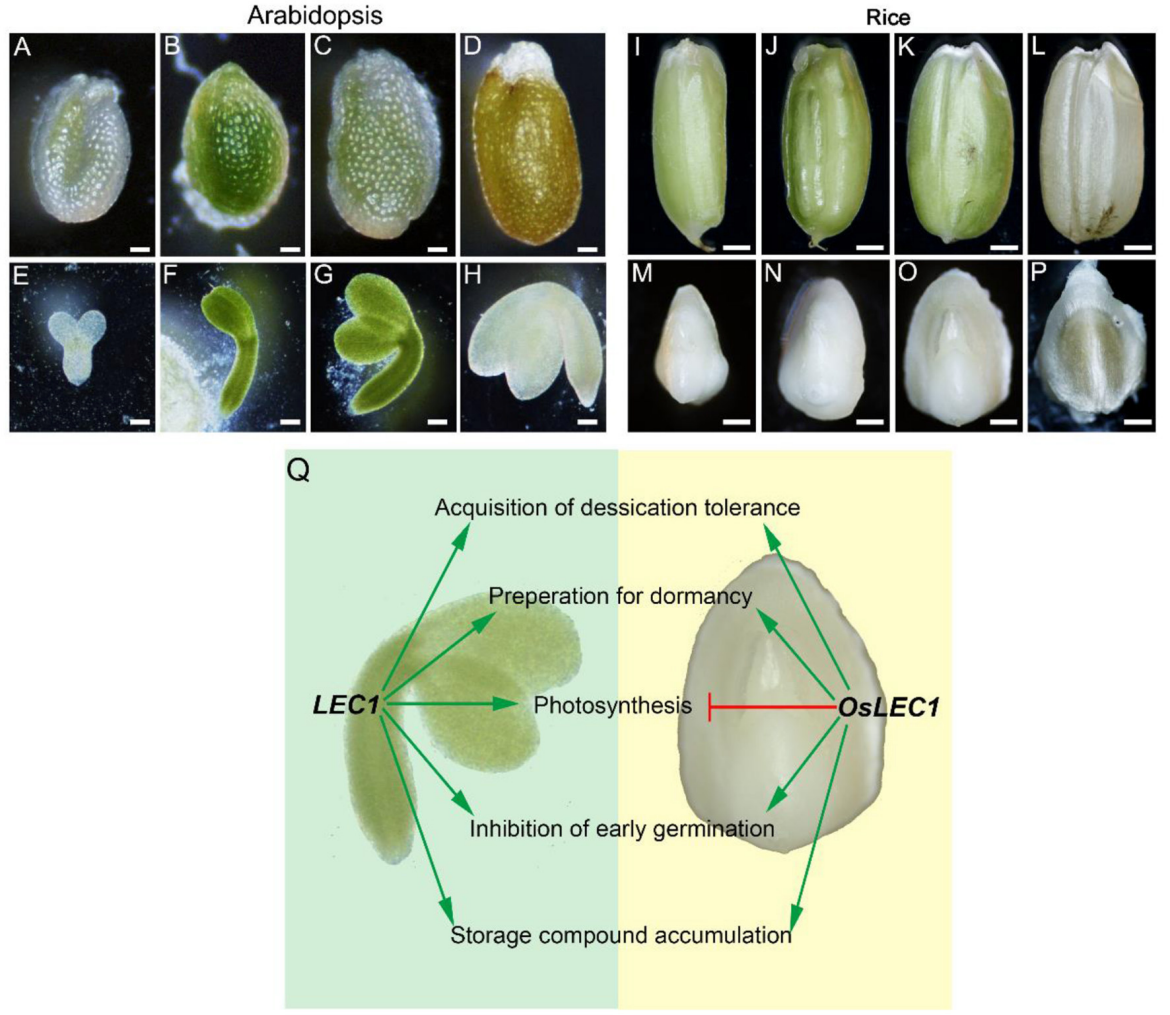
Comparisons of LEC1 functions during seed development in rice and Arabidopsis. **(A–D)** Complete Arabidopsis seeds in different developmental stages. Scale bars = 200 μm. **(E–H)** Arabidopsis embryos in different developmental stages. Scale bars = 50 μm. **(I–L)** Complete rice seeds in different developmental stages. Scale bars = 500 μm. **(M–P)** Rice embryos in different developmental stages. Scale bars = 50 μm. **(Q)** Comparison of LEC1 functions during seed development in rice and Arabidopsis. Arrowed green lines represent promotional effects, and a flat red line show inhibitory effects.

ABA and GA are major players in seed dormancy and germination regulation (Cutler et al., 2010; Shu et al., 2016). Some clues indicate the interaction of LEC1 and ABA/GA pathways. LEC1-induced embryonic differentiation in vegetative seedlings is strictly dependent on an elevated level of ABA (Junker et al., 2012). LEC1/L1L-(NF-YC2) activation depends on ABA-response elements (ABRE) present in the promoter of Cruciferin C (CRC), which encodes a seed storage protein (Yamamoto et al., 2009), and the ABRE-like motif (C/G/T)ACGTG(G/T)(A/C) was significantly overrepresented in LEC1 target genes (Pelletier et al., 2017). In addition, LEC1 interacts with DELLA proteins, which are GA signaling repressors. GA triggers the degradation of DELLAs to reverse LEC1 repression, thus promoting auxin accumulation to facilitate embryonic development (Hu et al., 2018). Furthermore, LEC1 interacts with different combinations of AREB3, bZIP67, and ABI3 to control diverse biological pathways during soybean seed development (Jo et al., 2020). LUC assay results showed that *NCED1, AREB3, GA3ox1*, and *GA20ox2* are bound and directly regulated by LEC1 (Jo et al., 2020). We showed that OsLEC1 bound to and positively regulated *OsNCED1, OsSDR4, OsPP2C*s, and *OsABI3* in ABA biosynthesis and signaling but negatively regulated *GA2ox3* and *GA2ox9* in the GA pathway (Figure 7B), consistent with previous studies. Taken together, OsLEC1 plays a conservative role in controlling seed maturation through the regulation of ABA and GA pathways.

Owing to the non-photosynthetic nature of the rice seed, the rice embryo remains white during seed development and maturation (Figures 8I–P), in contrast to the Arabidopsis seed which undergoes embryo greening (Figures 8A–H). Notably, *Oslec1* embryos turned green at 7 DAP (Figure 2), showing that photosynthesis had been activated in the very early stages of seed development. Compared with wild type plants, a series of photosynthesis-related genes were significantly upregulated in *Oslec1* embryos (Figures 5A,B), and some of them were also OsLEC1-binding targets (Figure 6E), indicating a suppressive effect of OsLEC1 on photosynthesis (Figure 8Q). The results revealed that OsLEC1 is a key inhibitor of photosynthesis-related genes in rice embryo development.

In Arabidopsis, LEC1 interacts with PHYTOCHROME INTERACTING FACTORs (PIF4) to coactivate genes involved in dark-induced hypocotyl elongation (Huang et al., 2015) and regulate *LHCB* genes through interaction with pirin, a protein that enhances TF binding in mammals (Warpeha et al., 2007). However, the role of LEC1 on photosynthesis was largely unknown. It was reported that maturing embryos of the *lec1* mutant display a paler green than wild type embryos, and most DEGs involved in photosynthesis and chloroplast biogenesis are downregulated in Arabidopsis *lec1* mutant (Pelletier et al., 2017). LUC assay showed that *PSBW* and *PSBP-1*, involved in photosynthesis system II, are activated by LEC1 in soybean embryo cotyledon cells, and LEC1 may interact with different TFs to activate distinct gene sets (Jo et al., 2020). Thus, LEC1 could promote but is not essential for photosynthesis and chloroplast biogenesis in Arabidopsis and soybean seed development (Pelletier et al., 2017; Jo et al., 2020). In contrast, our results show that OsLEC1 blocks photosynthesis in rice seed maturation. An explanation of the differences in the effect of LEC1 on photosynthesis in seed maturation between rice and Arabidopsis possibly lies in the different seed developing processes. Photosynthesis is activated sequentially during Arabidopsis embryo development (Allorent et al., 2013; Hu et al., 2018). Rice seed is non-photosynthetic, and has an endosperm for nutrient supply in the early stage of plant growth, and photosynthesis is completely absent in the embryo during seed development. Thus, the activation of photosynthesis in *Oslec1* mutants was easily observed in rice seed maturation in the present study. *OsLEC1*, a monocot homolog of *LEC1*, blocks photosynthesis in rice embryos. Evidence showed that *OsNF-YB7* (*OsLEC1*) expression could complement the developmental defects of Arabidopsis *lec1-1*, such as the morphology of cotyledons and the desiccation tolerance, but the cotyledons were green, suggesting that *OsLEC1* did not block photosynthesis in Arabidopsis embryos (Niu et al., 2021). This implies that, other genes, which controlling photosynthesis together with *LEC1*, also control Arabidopsis embryo maturation and greening. It is noteworthy that the mutations of OsLEC1 are present downstream of the DNA-binding domain, which could still be expected to generate a truncated protein (about 157 aa) including the DNA-binding domain (Supplementary Figure 1). Thus, we could not exclude the possibility that the mutations of OsLEC1 may have some residual or even additional functions. Further experiments are necessary to confirm the function of OsLEC1, for example, to construct a transgenic line with the *OsLEC1* driven by its endogenous promoter in the *Oslec1* mutant, or reconstruct the knockout lines of *OsLEC1* (by designing the gRNA in the upstream of the DNA binding domain). In addition, differences in the conserved region of the LEC1 protein sequence also suggested possible functional differences between LEC1 in dicots and monocots (Supplementary Figure 1). Therefore, we speculate that the role of OsLEC1 in rice is not identical to that of LEC1 Arabidopsis in photosynthesis (Figure 8Q).

In our ChIP-seq results, the G-box motif (CACGTG), was significantly overrepresented in all OsLEC1-target gene sets identified (Figure 6C), similar with the results in Arabidopsis (Pelletier et al., 2017). However, CCAAT motif, a known binding site of the LEC1 NF-Y complex, was not found in ChIP-seq binding results from callus. It was reported that the CCAAT-binding sequence motif bound by LEC1 was significantly overrepresented only in the Arabidopsis BCOT-stage seeds, but not in early and late-stage seeds (Pelletier et al., 2017). Binding sequences of LEC1 vary in different tissues and developmental stages. Thus, we verified that *OsLHCA3, OsABI3*, and *OsLEA17* bound by OsLEC1 in embryos, consistent with data from callus (Figures 7D–F). Therefore, the sequence motifs bound by LEC1 in embryos were, at least in part, similar to those in the callus. It is necessary to further study the role of OsLEC1-binding targets in rice embryos during the seed development.

In conclusion, our findings suggest that OsLEC1 is an inhibitor of embryo greening during seed development and a central regulator of seed maturation. Revealing the underlying mechanism of how OsLEC1 regulates seed maturation would help to generate strategies to enhance grain dormancy levels and prevent PHS (pre-harvest sprouting) of crop species. Breakthroughs regarding OsLEC1 regulatory mechanisms on photosynthesis would expand our understanding of the molecular network underlying photosynthesis, thus contributing to improving photosynthesis in agriculture.

## Methods

### Plant Materials and Growth Conditions

Wild type “Nipponbare” rice (*Oryza sativa* L. ssp. *japonica*) and Columbia-0 (Col-0), as the wild type Arabidopsis, were used. *Oslec1, pOsLEC1:GUS, 35S:OsLEC1* mutants were all generated in the “Nipponbare” background. Plants were grown in a greenhouse under a 16 h light, 30°C/8 h dark, 24°C cycle.

For callus induction, sterile seeds were placed in callus induction medium (N6 basal medium supplemented with 10 μM 2,4-D, pH 5.8) and incubated in the growth chamber under a 16 h light, 28°C/8 h dark, 24°C cycle (Guo et al., 2018).

For the germination assay, rice seeds (dry or wet) were unshelled and soaked in distilled water at 30°C in the dark until they germinated. Protruded seeds were considered germinated seeds. Then, uniformly germinated seeds were placed in Petri dishes (12 cm) covered by filter paper soaked with distilled water and grown at 28°C and 90% relative humidity under 16 h light/8 h dark conditions.

### Plasmid Construction and Rice Transformation

*Oslec1* transgenic plants were generated using CRISPR-Cas9 technology, according to a previously described method (Xie et al., 2015). We designed two single gRNAs that specifically targeted the protein-coding regions of *OsLEC1*. The two gRNAs were assembled into a single vector using the polycistronic-tRNA-gRNA (PTG) strategy. Two gRNAs 5′-CTCTGGGCCATGAGCCGCCT-3′ and 5′-CAGACCGTCAACTTCGAGCA-3′ were assembled into a single vector *pRGEB32* using the polycistronic-tRNA-gRNA (PTG) strategy to construct *OsLEC1-PRGEB32*.

To generate the *pOsLEC1:GUS*, a 2841 bp genomic sequence upstream the ATG start codon of *OsLEC1* (*LOC_Os02g49370*) was cloned from the rice genome, and inserted into the *pENTR/D-TOPO* vector (Invitrogen, Carlsbad, CA, USA), and subsequently into the destination vector *pHGWFS7*, which contained a β-glucuronidase (GUS) gene fusion created via LR Clonase (Thermo Fisher Scientific, Waltham, MA, USA) reactions.

For the ChIP assay, 35S:3^*^FLAG-OsLEC1 was constructed first by fusing a sequence encoding the 3^*^FLAG peptide sequence with the *OsLEC1* cDNA, and the fusion was then inserted into pCAMBIA 1300 using infusion cloning according to the manufacturer's instructions.

The vectors *OsLEC1-PRGEB32, pOsLEC1:GUS*, and 35S:3^*^FLAG-OsLEC1 were introduced into rice callus using the *Agrobacterium tumefaciens*-mediated co-cultivation approach through the EHA105 strain. Homozygous T3 seeds were used for further experiments.

For subcellular co-localization of proteins, the coding sequence, not including the stop codon of OsLEC1, was cloned into the pUGW5 vector to generate the *35S:OsLEC1-GFP* via LR Clonase reactions according to the manufacturer's instructions. The *35S:OsIAA1-mcherry* vector has been described previously (Guo et al., 2021). The primers used are listed in Supplementary Table 15.

### SEM, TEM, and Light Microscopy

For SEM analysis, 5-DAP and 25-DAP embryos of NIP and *Oslec1* were fixed overnight at 4°C in 2.5% glutaraldehyde in phosphate buffer (0.1 M, pH 7.0), washed three times in the phosphate buffer (0.1 M, pH 7.0) for 15 min at each step, then, postfixed with 1% OsO_4_ in phosphate buffer for 2 h and washed three times in phosphate buffer. The samples were dehydrated through an ethanol gradient (30, 50, 70, 80, 90, 95, and 100% ethanol, 15 min each), then transferred to absolute ethanol, and dehydrated in Hitachi Model HCP-2 critical point dryer (Hitachi, Tokyo, Japan). The dehydrated sample was coated with gold-palladium in Hitachi Model E-1010 ion sputter for 4–5 min and observed using the Hitachi Model SU-8010 SEM (Hitachi, Tokyo, Japan).

For TEM, the samples were fixed in 2.5% glutaraldehyde and postfixed with 1% OsO4, then, dehydrated through an ethanol gradient, similar to the pre-treatment of SEM samples. After dehydration, samples were immersed in absolute acetone for 20 min, then, into 1:1 and 1:3 mixtures of absolute acetone and the final Spurr resin mixture for 1–3 h, respectively. Then, to the final Spurr resin mixture overnight.

Samples were placed in an Eppendorf containing Spurr resin and heated to 70^o^C for more than 9 h, then, sectioned in a LEICA EM UC7 ultratome. Sections were stained with uranyl acetate and alkaline lead citrate for 5 and 10 min, respectively, and observed using the Hitachi Model H-7650 TEM.

For light microscopy, the embedded samples were sectioned at 2–5 μm thickness using a rotary microtome (Leica, Wetzlar, Germany) and stained with basic fuchsin and observed using a Nikon C-C phase turret condenser (Nikon, Tokyo, Japan).

### Histochemical Analysis of GUS Activity and TTC Staining

For GUS staining, *pOsLEC1:GUS* embryos were incubated in the X-Gluc solution overnight at 37°C, as described previously (Guo et al., 2016) and then fixed in 2.5% glutaraldehyde overnight to prepare them for imaging or semi-thin sectioning.

For TTC staining, the seeds were split longitudinally and soaked in 1% (w/v) TTC solution at 37°C for 3 h, as described previously (Zhang et al., 2020).

### Subcellular Localization of OsLEC1

Rice protoplasts were prepared and transformed as previously described (Bai et al., 2014). Approximately 8 μg of the expression vector *35S:OsLEC1-GFP* was transferred into rice protoplasts, then, the protoplasts were cultured at room temperature in the dark for 16 h. Fluorescence signals were detected and photographed using an LSM710 NLO confocal laser scanning microscope (Zeiss, Mannheim, Germany). Excitation/emission wavelengths were 488 nm for GFP and 561/575–630 nm for mCherry. Fluorescence signals were analyzed using the Zen2009 (Carl Zeiss) software.

### RNA Extraction and qRT-PCR Analysis

Total RNA was extracted from *Oslec1* and wild type embryos using the TRIZOL reagent (Invitrogen, Carlsbad, CA, USA) and cDNA was synthesized from 1 μg of total RNA using ReverTra Ace^TM^ qPCR RT Master Mix with gDNA Remover (TOYOBO, Osaka, Japan). qRT-PCR analysis was performed on a Mastercycler ep realplex system (Eppendorf, Hamburg, Germany) using LightCycler 480 SYBR Green Master Mix (Roche, Indianapolis, USA). *OsUBQ5* was amplified and used as an internal standard to normalize the expression of tested genes. Experiments were performed in triplicate. The primers of the examined genes are listed in Supplementary Table 15.

### RNA-Seq Analysis

We collected about 30 embryos of *Oslec1* and wild type (7 and 25 DAP) and extracted mRNAs to perform Illumina sequencing. Three biological replicates were conducted. Library construction and deep sequencing were carried out using the Illumina Hiseq 2500 (Biomarker Technologies, Beijing, China). The adapters and low-quality reads were removed using Trimmomatic (version 0.36) (Bolger et al., 2014). Afterwards, the clean reads were mapped to the rice reference genome (Oryza_sativa. IRGSP-1.0.45) using Hisat2 (version 2.1.0) (Kim et al., 2015). Transcripts were assembled and merged using StringTie (version 1.3.4d) (Pertea et al., 2015). DEGs were identified using DESeq2 (version 1.26.0) (Love et al., 2014), with a false discovery rate of <0.05 and an absolute value of log2 (fold change) > 2.

The GO terms and KEGG enrichment analyses were performed using the online platform g:Profiler (https://biit.cs.ut.ee/gprofiler/gost) (Raudvere et al., 2019). The directed acyclic graphs of GO terms were constructed using the online platform AgriGO v2.0 (http://systemsbiology.cau.edu.cn/agriGOv2/) (Tian et al., 2017). The heat-map of the DEGs were drawn using the online platform Omicstudio (https://www.omicstudio.cn/login). Construction of the GO term network was performed using Cytoscape (Shannon et al., 2003). The RNA-seq data have been deposited in the Gene Expression Omnibus (GEO) database, www.ncbi.nlm.nih.gov/geo (Accession No: GSE179838).

### ChIP, ChIP-QPCR, and ChIP-Seq Analysis

ChIP was performed as previously described (Xu et al., 2008). About 3 g of the wild type and 35S:3^*^FLAG-OsLEC1 callus were collected and treated with 1% formaldehyde for protein-DNA cross-linking. After fixation, chromatin was sonicated with Diagenode Bioraptor to generate 200–1,000 bp fragments. Chromatin was immunoprecipitated with anti-DDDDK monoclonal antibody (MBL, Beijing, China). Then, chromatin-antibody complexes were precipitated with anti-IgG paramagnetic beads (GE Healthcare, Uppsala, Sweden). After six washing steps, complexes were eluted and reverse-crosslinked. ChIP-qPCR was performed with three biological replicates, and each replicate was tested with three technical repeats. Three pairs of specific primers were designed for each target gene, based on different genomic sites. The primer sequences for ChIP-qPCR are listed in Supplementary Table 15. The results were normalized to the input control as previously reported (Asp, 2018).

DNA fragments from ChIP experiment were sent to Genergy Biotechnology (Shanghai, China) for ChIP-seq. ChIP-seq libraries were prepared using Ovation Ultralow Library Systems (Nugen) according to the manufacturer's instructions. Sequencing reads of the ChIP-seq were aligned using Bowtie2 (Langmead and Salzberg, 2012) against the Oryza sativa IRGSP-1.0 genome assembly, and only uniquely mapped sequencing reads were retained. MACS2 (Zhang et al., 2008) was used to call peaks compared to the input using q_value_thresholds=0.01. The aligned reads with biological replicates were processed based on the irreproducibility discovery rate (IDR) (Li et al., 2011). Peaks were then annotated using ChIPseeker (Yu et al., 2015). MEME-ChIP (Machanick and Bailey, 2011) suite was used to identify the DNA binding motif. Visualization of peaks on genomic regions was achieved with IGV 2 (Thorvaldsdóttir et al., 2013). OsLEC1-binding peak positions according to the ChIP-seq results and the DEGs at EE and LE stages between the *Oslec1* mutant and the wild type plants were visualized using CIRCOS (Wyatt et al., 2013). The ChIP-seq data have been deposited in the Gene Expression Omnibus (GEO) database, www.ncbi.nlm.nih.gov/geo (Accession No: GSE179596).

### Western Blot Analysis

About 0.1 g callus from *35S:3XFLAG-OsLEC1* seeds cultured on CIM for 30 days were ground in liquid nitrogen and resuspended in the extraction buffer as previously reported (Zhang et al., 2020). Then the protein samples were resolved by 4–20% gradient SDS-PAGE and transferred to a 0.2-μm polyvinylidenefluoride membrane (Millipore). Proteins were detected with a primary anti-FLAG antibody and incubated with a secondary antibody as previously reported (Guo et al., 2021).

### Protein Sequences Analysis

Protein sequences of the *LEC1* homologous genes in dicots and monocots were obtained from the National Center for Biotechnology Information database (https://www.ncbi.nlm.nih.gov/). The phylogenetic tree of the protein sequences was constructed with MEGA (https://www.megasoftware.net/) using the NJ method with the following parameters: Poisson correction, complete deletion, and bootstrap (1,000 replicates, random seed). Multiple sequence alignments of proteins were performed using the ALIGNMENT software (https://www.genome.jp/tools-bin/clustalw).

## Data Availability Statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: National Center for Biotechnology Information (NCBI) BioProject database under accession number GSE179596.

## Author Contributions

FG, HB, MC, and LX designed the research. PZ and YW performed the data analyses. GL, WL, BB, CZ, DL, ZY, and WZ performed the experiments. FG and HB wrote the manuscript. NH, ZT, MZ, MC, and LX revised the manuscript. All authors contributed to the article and approved the submitted version.

## Funding

This research was supported by the grants from the National Natural Science Foundation of China (Grant Nos. 31971932 and 31771477), Science Foundation of Zhejiang Province (Grant No. LGN21C130006), Sponsed by Research Startup Funding from Hainan Institute of Zhejiang University (NO. 0201-6602-A12202), the State Key Laboratory of Subtropical Silviculture (No. KF2017-09), and China Agriculture Research System (CARS-05-05A).

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Publisher's Note

All claims expressed in this article are solely those of the authors and do not necessarily represent those of their affiliated organizations, or those of the publisher, the editors and the reviewers. Any product that may be evaluated in this article, or claim that may be made by its manufacturer, is not guaranteed or endorsed by the publisher.

# Supplementary material for: Rice LEAFY COTYLEDON1 Hinders Embryo Greening During the Seed Development
**Source:** Front Plant Sci. 2022 May 10;13:887980. doi: 10.3389/fpls.2022.887980
**Supplement:** Supplementary file 2

Rice LEAFY COTYLEDON1 hinders embryo greening during the seed development

Fu Guo, Peijing Zhang, Yan Wu, Guiwei Lian, Zhengfei Yang, Wu Liu, Buerte B, Chun Zhou, Wenqian Zhang, Dandan Li, Ning Han, Muyuan Zhu, Lin Xu, Ming Chen, Hongwu Bian

The following Supporting Information is available for this article:

**Fig. S1** Phylogenetic relationship and sequence alignment of LEC1 homologous proteins in dicots and monocots and the OsLEC1 protein sequence in the *Oslec1* mutant.

**Fig. S2** Plant architecture and seed phenotype of the *Oslec1* mutant**.**

**Fig. S3** Wild type and *Oslec1* mutant seeds after 24-h imbibition.

**Fig. S4** A close-up of *Oslec1* embryos.

**Fig. S5** Expression pattern of OsLEC1.

**Fig. S6** GUS activity in *OsLEC1pro:GUS* transgenic plants.

**Fig. S7** Spearman correlation between 12 wild type and *Oslec1* mutant samples.

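Each cell of Fig. S7 is a correlation coefficient between 2 of the 12 libraries, taken across genes. A coefficient of ranks, such as Spearman's, gives every gene the same weight, while a Pearson coefficient of untransformed values is set by the most abundant genes. Across 32693 genes, the mean Spearman coefficient between wild type and *Oslec1-1* LE libraries on FPKM values was 0.927 ± 0.00836 (SD, 9 pairs), and the Pearson coefficient was 0.741 ± 0.0148.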

**Fig. S8** GO term analysis of upregulated and downregulated genes in LE-stage *Oslec1* embryos.

**Fig. S9** Differentially-expressed genes in *Oslec1* mutant embryos in two stages involved in CK, BR, ethylene, and auxin pathways.

**Fig. S10** qRT-PCR analysis of transcription levels of OsLEC1-regulated genes.

**Fig. S11** Callus formation phenotype of OsLEC1 overexpressed transgenic lines.

**Fig. S12** Distribution of ChIP-seq reads on gene bodies and upstream/downstream sequences.

**Fig. S13** IGV screenshot of peak sites on genome sequences of OsLEC1-binding genes.

**Fig. S14** A summary of studies that report the functions of OsLEC1.

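Tables S1 to S4 list, for each gene called by the authors, the mean normalized count over the libraries of the stage, the log2 fold change of *Oslec1-1* over the wild type with its standard error, the test statistic and the *p* before and after adjustment. The copy of Table S1 used here holds 1998 genes, all of them in the count table. DESeq2, run on the counts of the 6 EE libraries, gave a log2 fold change within 0.01 of the paper's for 1998 of these 1998 genes. The edgeR test covered 1985 of them, and all 1985 were higher in *Oslec1-1*.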

**Table S1** A list of upregulated genes in EE-stage *Oslec1* embryos.

**Table S2** A list of downregulated genes in EE-stage *Oslec1* embryos.

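Table S2 lists 1062 genes, of which 901 were also called downregulated by edgeR. Of the other 161 genes, 160 fell under the filter on low counts and 1 had a fold change under the limit. The edgeR test called 1 gene that is not in the table.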

**Table S3** A list of upregulated genes in LE-stage *Oslec1* embryos.

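Table S3 was compared over 1998 genes, the part of it used here, and DESeq2 on the 6 LE libraries gave a log2 fold change within 0.01 of the paper's for 1996 of them. Of the 402 genes of Table S4, 298 were called downregulated by edgeR. The other 104 were 87 genes under the filter on low counts, 16 with a fold change under the limit and 1 with an adjusted *p* over 0.05. The edgeR test called 0 downregulated genes outside the table.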

**Table S4** A list of downregulated genes in LE-stage *Oslec1* embryos.

**Table S5** KEGG pathways in EE and LE stage embryos.

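Table S6 gives GO terms found by g:Profiler among the upregulated EE genes, with the genes of the query that carry each term. Such a test asks whether a term holds more of the queried genes than its size predicts, so that it depends on the background set, and it says nothing about how far a gene changed. The term nutrient reservoir activity of this table groups genes of stored nutrients, and 30 of its 40 gene identifiers are in the copy used here.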

**Table S6** GO term analysis of upregulated genes in EE-stage *Oslec1* embryos.

**Table S7** GO term analysis of downregulated genes in EE-stage *Oslec1* embryos.

**Table S8** GO term analysis of upregulated genes in LE-stage *Oslec1* embryos.

**Table S9** GO term analysis of downregulated genes in LE-stage *Oslec1* embryos.

**Table S10** A list of photosynthesis- and photomorphogenesis-related genes differentially expressed in EE-stage and LE-stage *Oslec1* embryos.

**Table S11** A list of hormones and stress-related genes differentially expressed in EE- and LE-stage *Oslec1* embryos.

**Table S12** KEGG pathway analysis of OsLEC1-binding genes.

**Table S13** Overlapping gene regions according to RNA-seq and ChIP-seq results.**Table S14** All overlapping genes according to RNA-seq and ChIP-seq results.

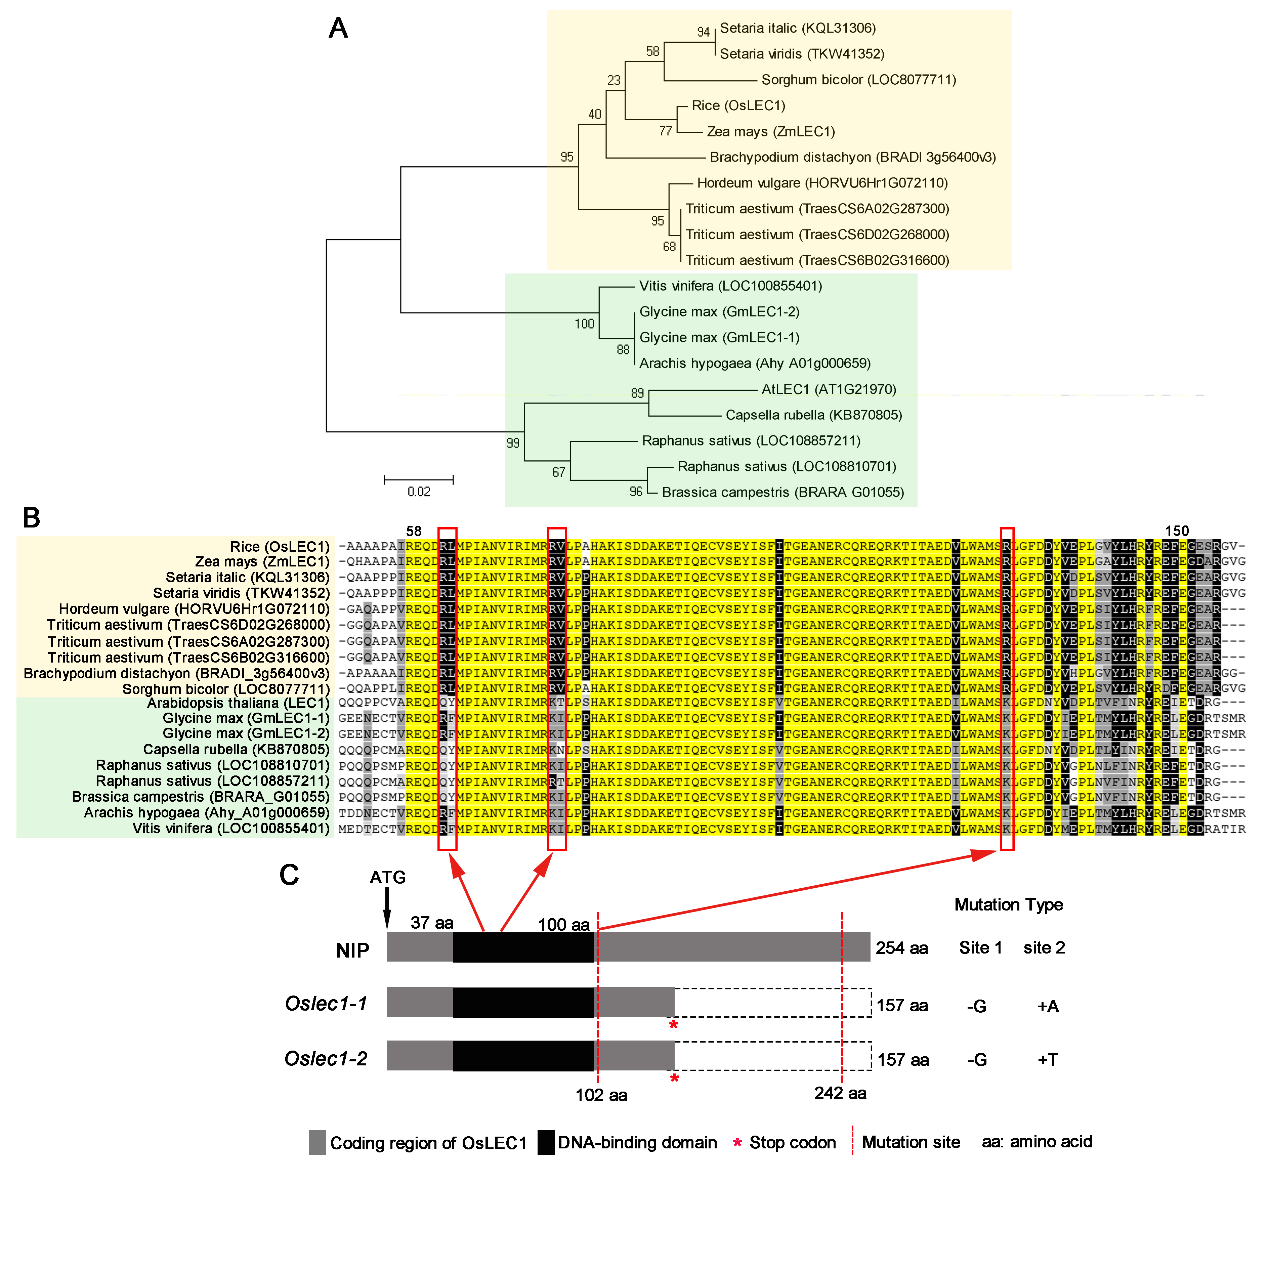
**Fig. S1.** Phylogenetic relationship and sequence alignment of LEC1 homologous proteins in dicots and monocots and the OsLEC1 protein sequence in the *Oslec1* mutant. **(A)** Phylogenetic analysis of LEC1 homologous proteins in dicots and monocots. **(B)** Sequence alignment of LEC1 homologous proteins. LEC1 naturally divided into three clades, indicating it diverged among the different clades. Multiple alignment results showed that LEC1 sequences harbored one conserved domain between amino acid (aa) 31–123 in rice, and the aa identity within the conserved domain reached up to 100%. While there were three sites in the conserved domain, it showed distinct differences between monocots and dicots: Arg 35-Leu 36 (RL); Arg 48-Val 49 (RV); Arg 102(R). The dicots and monocots are shown in light green and light yellow backgrounds, respectively. Identical residues are shown with white letters on a black background; conserved residues are shown with white letters on a grey background; a block of similar and weakly similar residues are shown with black letters on a light grey or white background. Red boxes indicate differential sequences in the conservative region between dicots and monocotyledons. **(C)** OsLEC1 protein sequence in the *Oslec1* mutant. The grey box with 254 aa represents the complete sequence of OsLEC1. The red asterisks indicate the premature translational termination site, the dotted blank boxes indicate the missing aa sequence and the red arrows indicate the differential sequences in the red boxes in B.

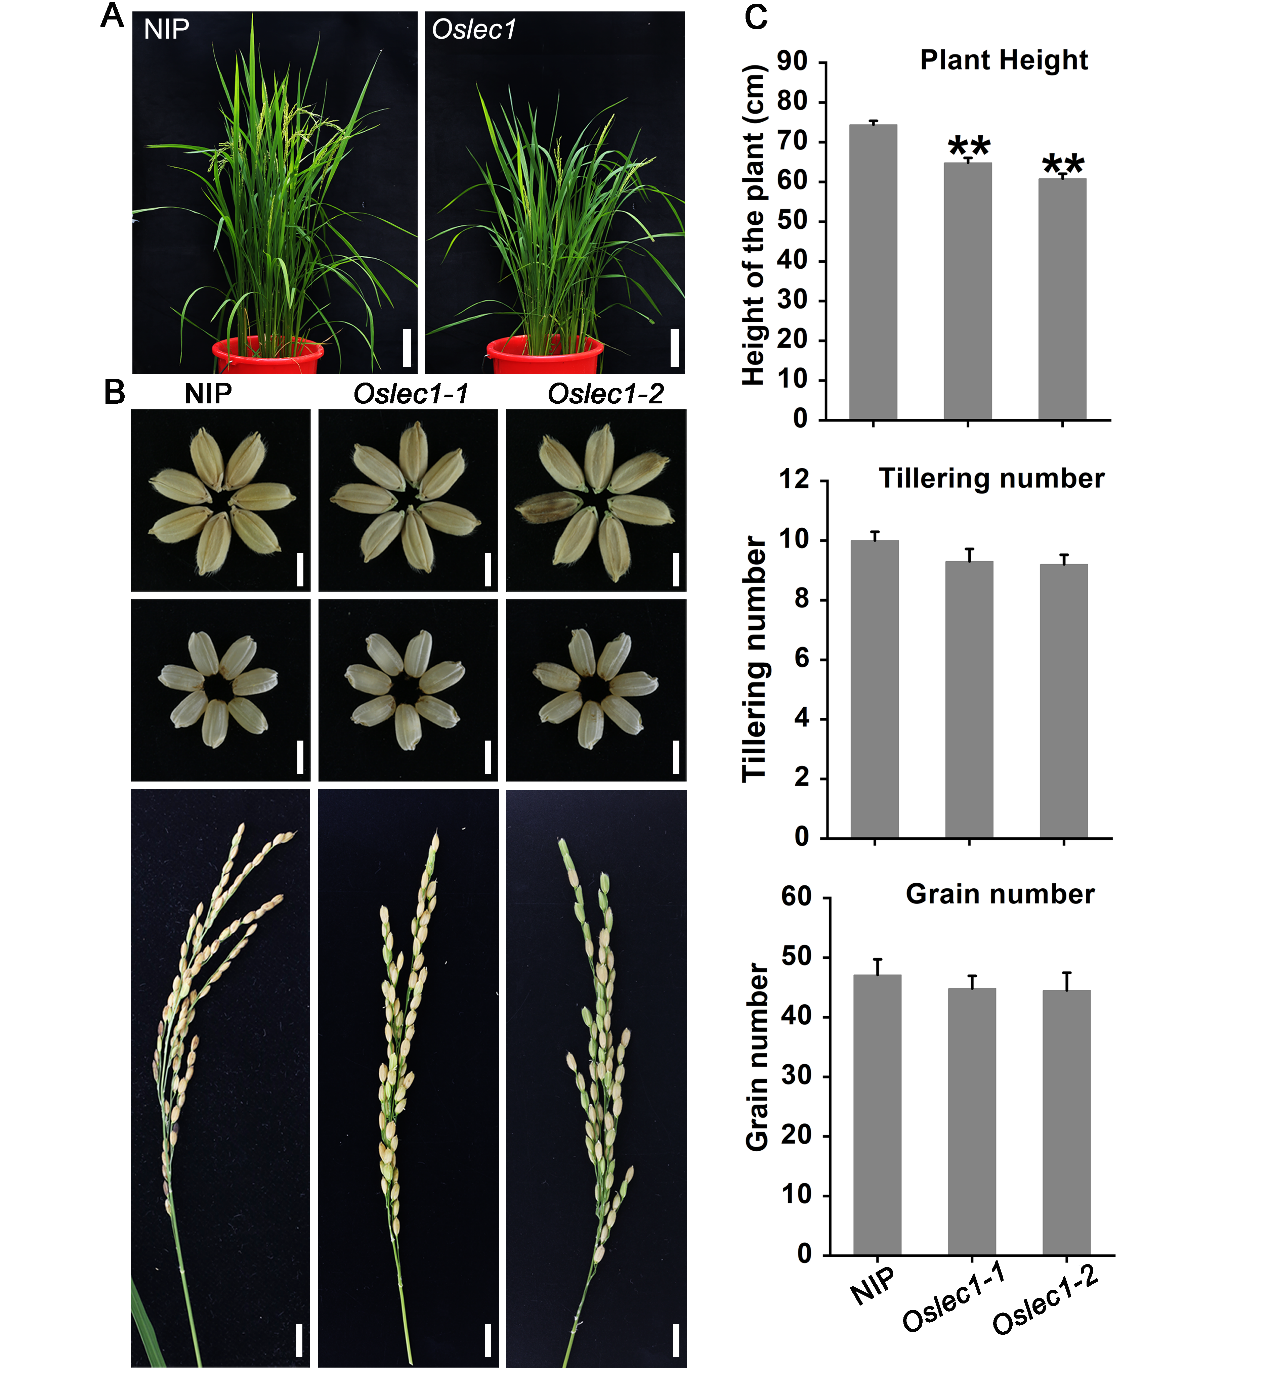

**Fig. S2.** Plant architecture and seed phenotype of the *Oslec1* mutant**. (A)** Architecture of the wild type plant and the *Oslec1* mutant about 3 months after germination. Scale bars=10 cm. **(B)** Mature seeds (Scale bars=5 mm) and panicles (Scale bars=1 cm) of the wild type plant and the *Oslec1* mutant*.* **(C)** Statistics of plant height, tillering number, and grain number/panicle of the wild type plant and the *Oslec1* mutant*.* Error bars indicate the SE of the mean; *P < 0.05; **P < 0.01 (Student’s t-test), n>10.

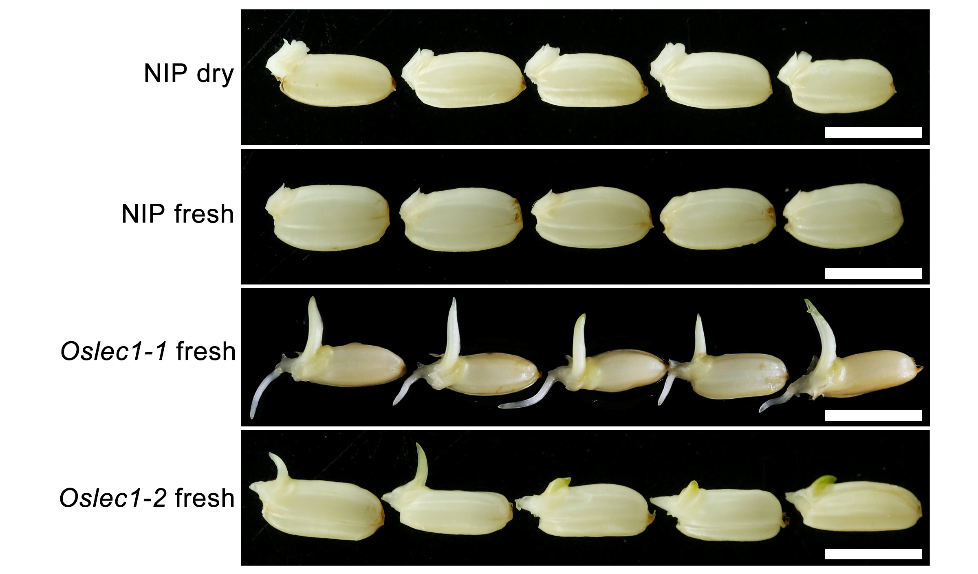

**Fig. S3.** Wild type and *Oslec1* mutant seeds after 24-h imbibition. Coleoptiles have just sprouted from dry and fresh seeds of NIP after 24-h imbibition, while roots have sprouted and the coleoptiles have turned green in fresh seeds of *Oslec1* mutants. Scale bars=5 mm.

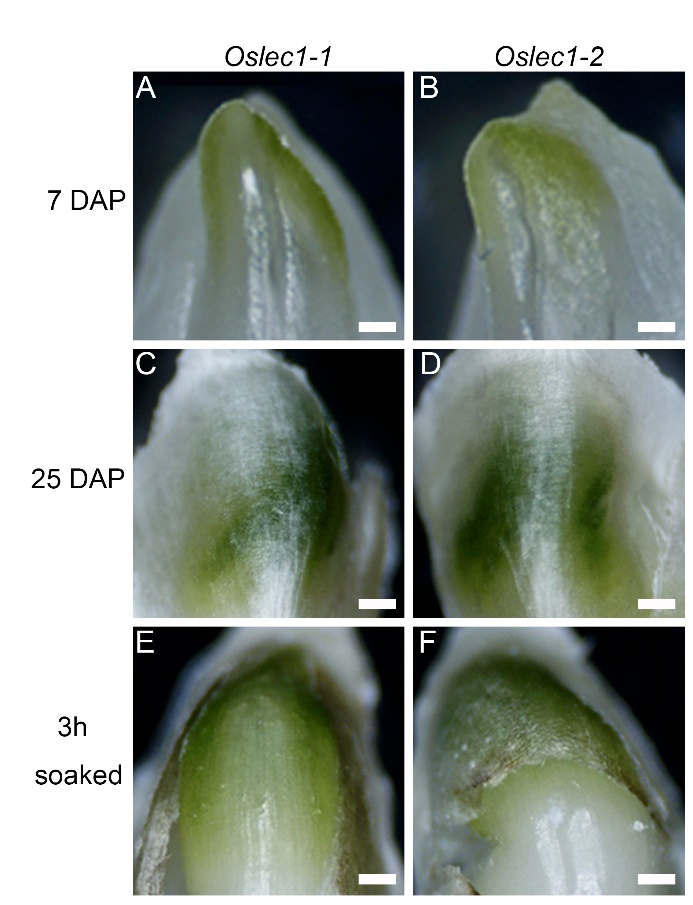

**Fig. S4.** A close-up of *Oslec1* embryos. Close up of *Oslec1* embryos 7-DAP (A-B), 25-DAP (C-D) and embryos of mature seeds soaked for 3 hours in 37℃ (E-F). Bars, 100 µm.

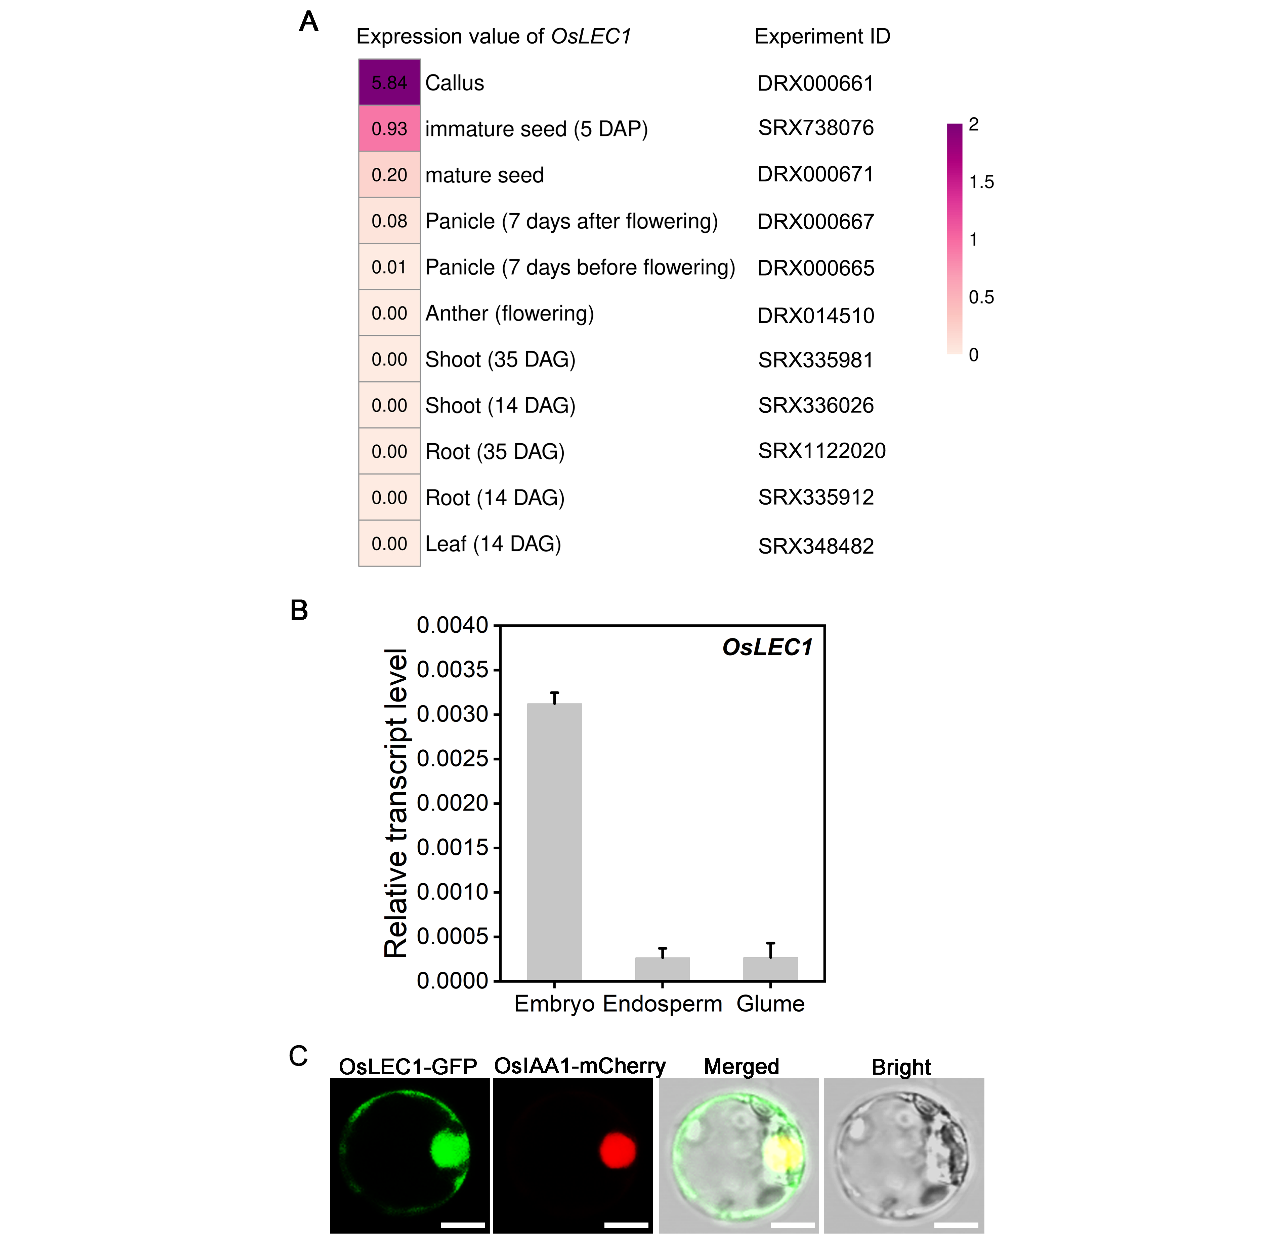

**Fig. S5.** Expression pattern of OsLEC1. **(A)** Expression of *OsLEC1* in different tissues and different stages. The data were obtained from [http://http://expression.ic4r.org/](http://http:/expression.ic4r.org/).**(B)** Transcript levels of *OsLEC1* in different parts of rice seed. Experiments were conducted using three biological replicates, and each replicate was tested with three technical repeats. The results were normalized to the expression of rice *Ubiquitin 5* (*OsUBQ5*). **(C)** Co-localization of OsLEC1-GFP with OsIAA1-mcherry. Both *35S:LEC1-GFP* and *35S: OsIAA1-mcherry* vectors were transformed into rice protoplasts. Fluorescence signals were observed under a confocal microscope. Scale bars=10 µm.

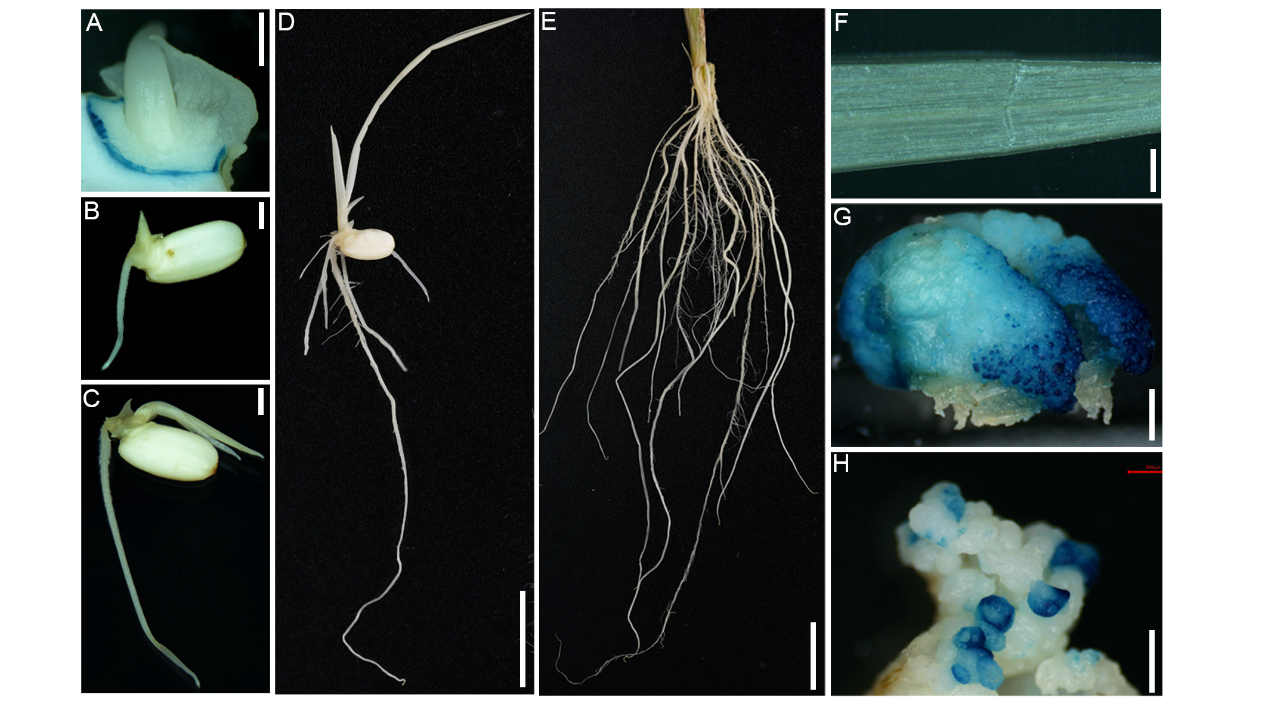

**Fig. S6.** GUS activity in *OsLEC1pro:GUS* transgenic plants. GUS staining results in embryos of germinating seeds (A), 1-DAG (B), 4-DAG (C) and 7-DAG (D) seedlings, roots and leaves of 14-DAG seedlings (E-F), and callus cultured on CIM for 7 and 10 days (G-H). Bars, (A) 500 µm, (B-C) 1 mm, (D-E) 1 cm, (F-H) 500 µm.

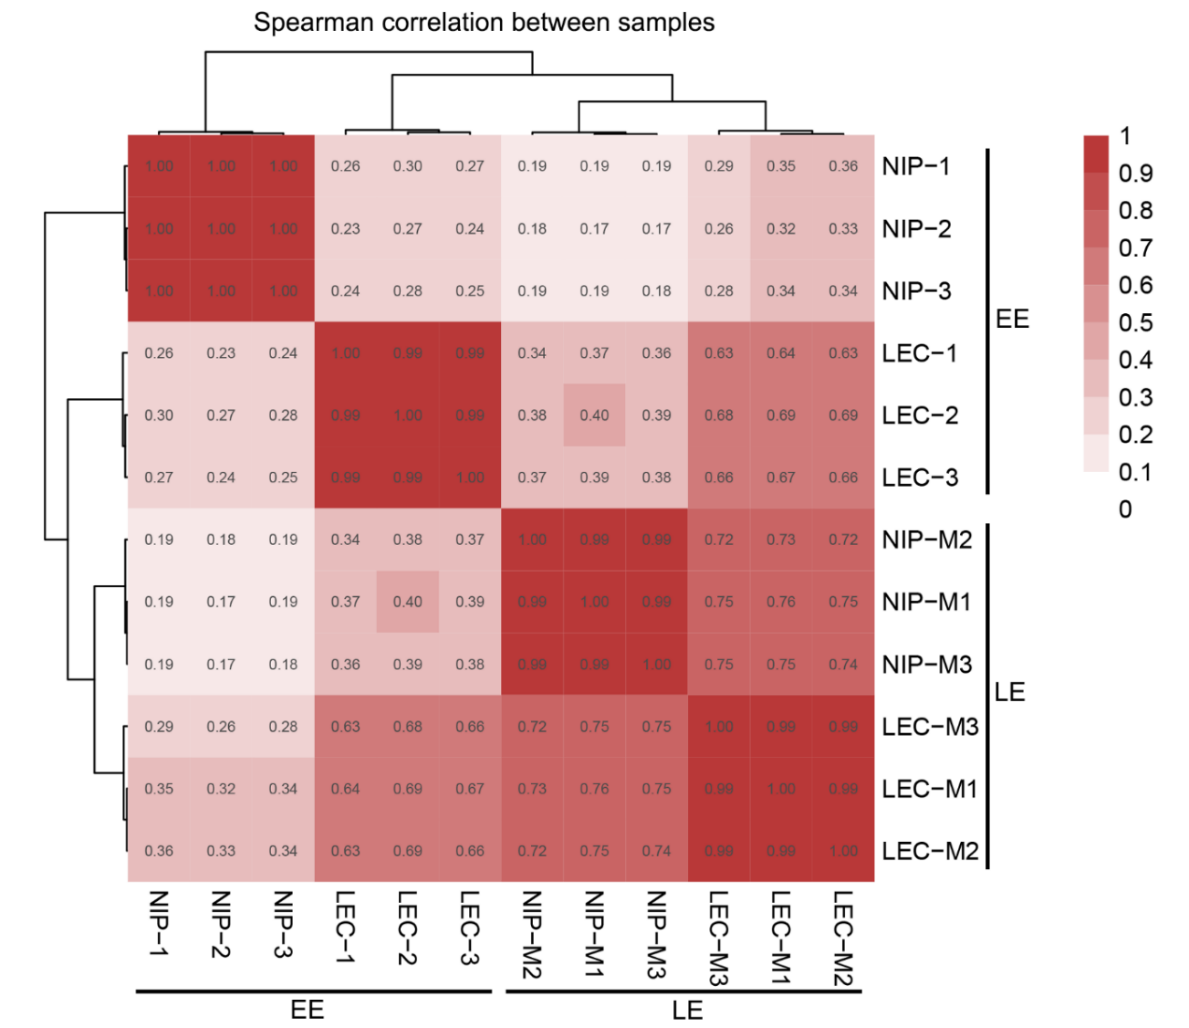

**Fig. S7.** Spearman correlation between 12 wild type and *Oslec1* mutant samples.

EE and LE represents the early and late stage of embryo, respectively. NIP1-3 and LEC1 1-3 are embryos of *Oslec1* mutant and the wild type in EE-stage, NIP-M1, M2, M3 and LEC1-M1, M2, M3 are embryos of *Oslec1* mutant and the wild type in LE-stage.

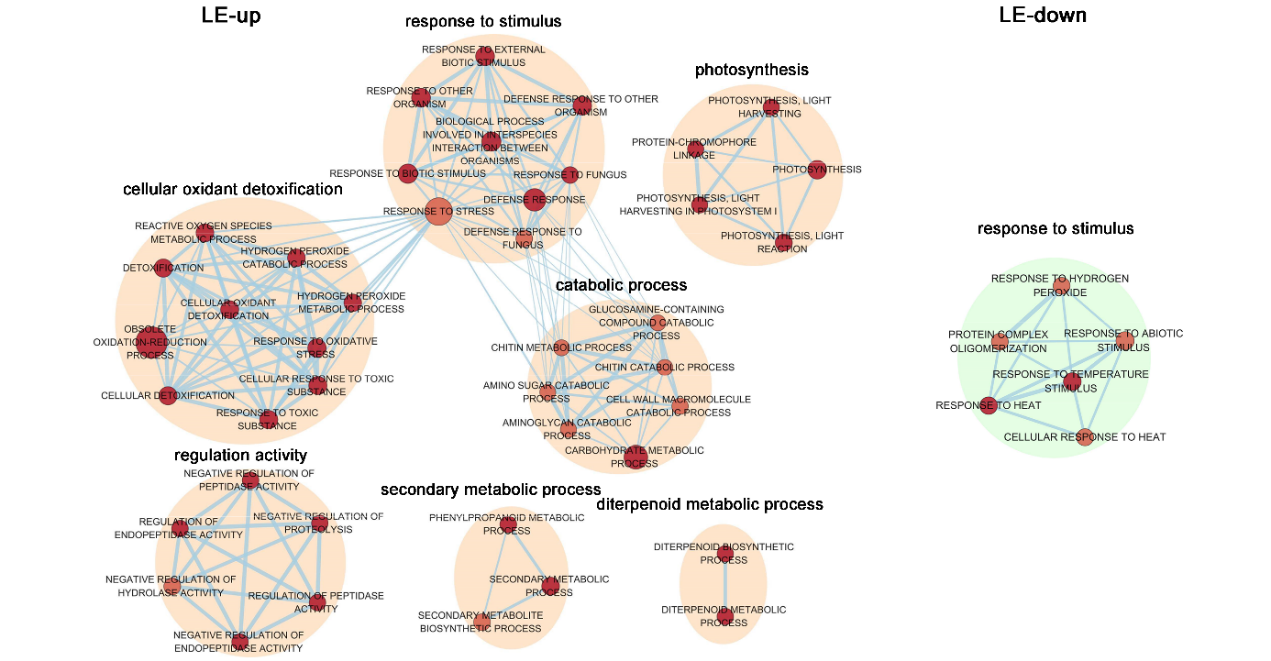

**Fig. S8.** GO term analysis of upregulated and downregulated genes in LE-stage *Oslec1* embryos. GO terms in orange and green background indicate up-regulated and down-regulated biological process, respectively.

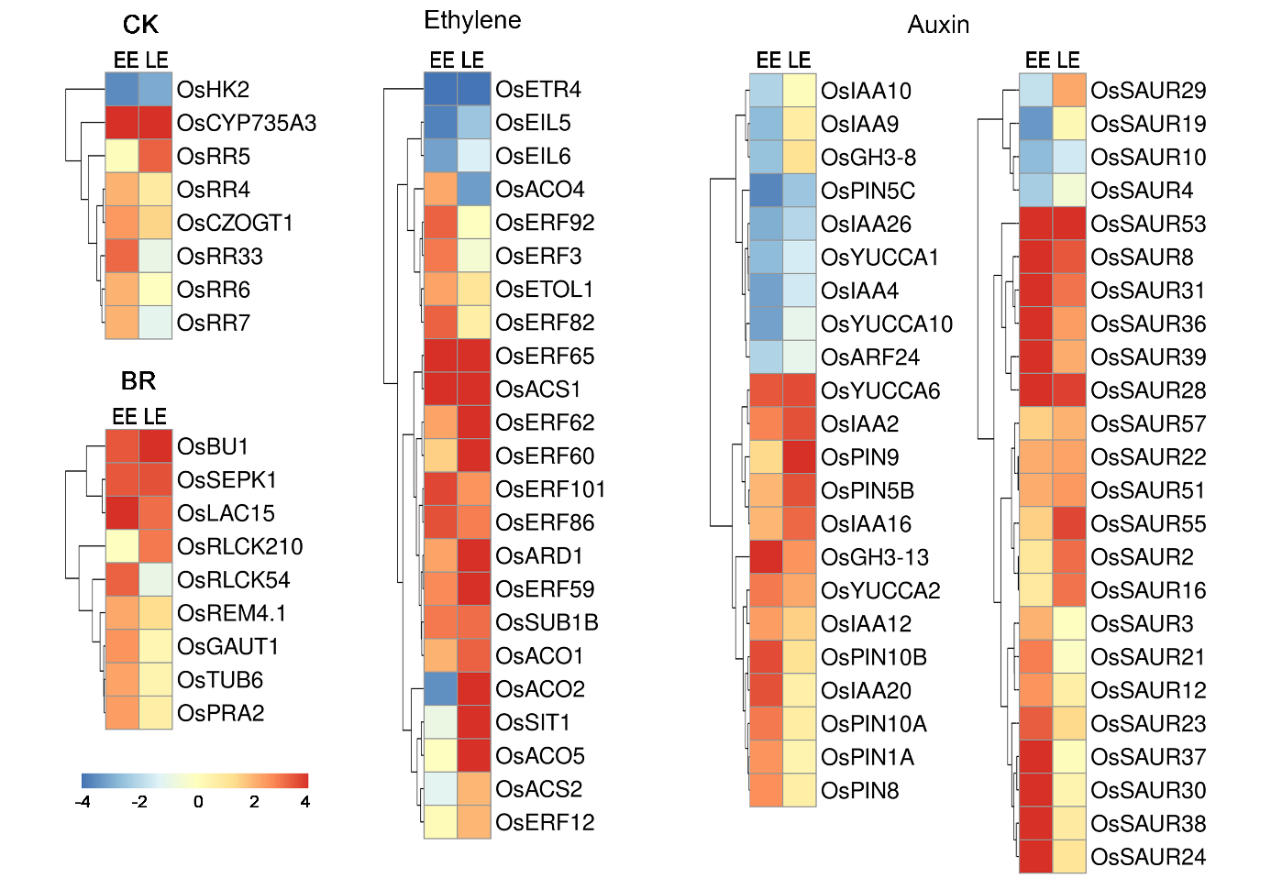

**Fig. S9.** Differentially-expressed genes in *Oslec1* mutant embryos in two stages involved in cytokinin, brassinolide, ethylene, and auxin pathways. CK: cytokinin, BR: brassinolide.

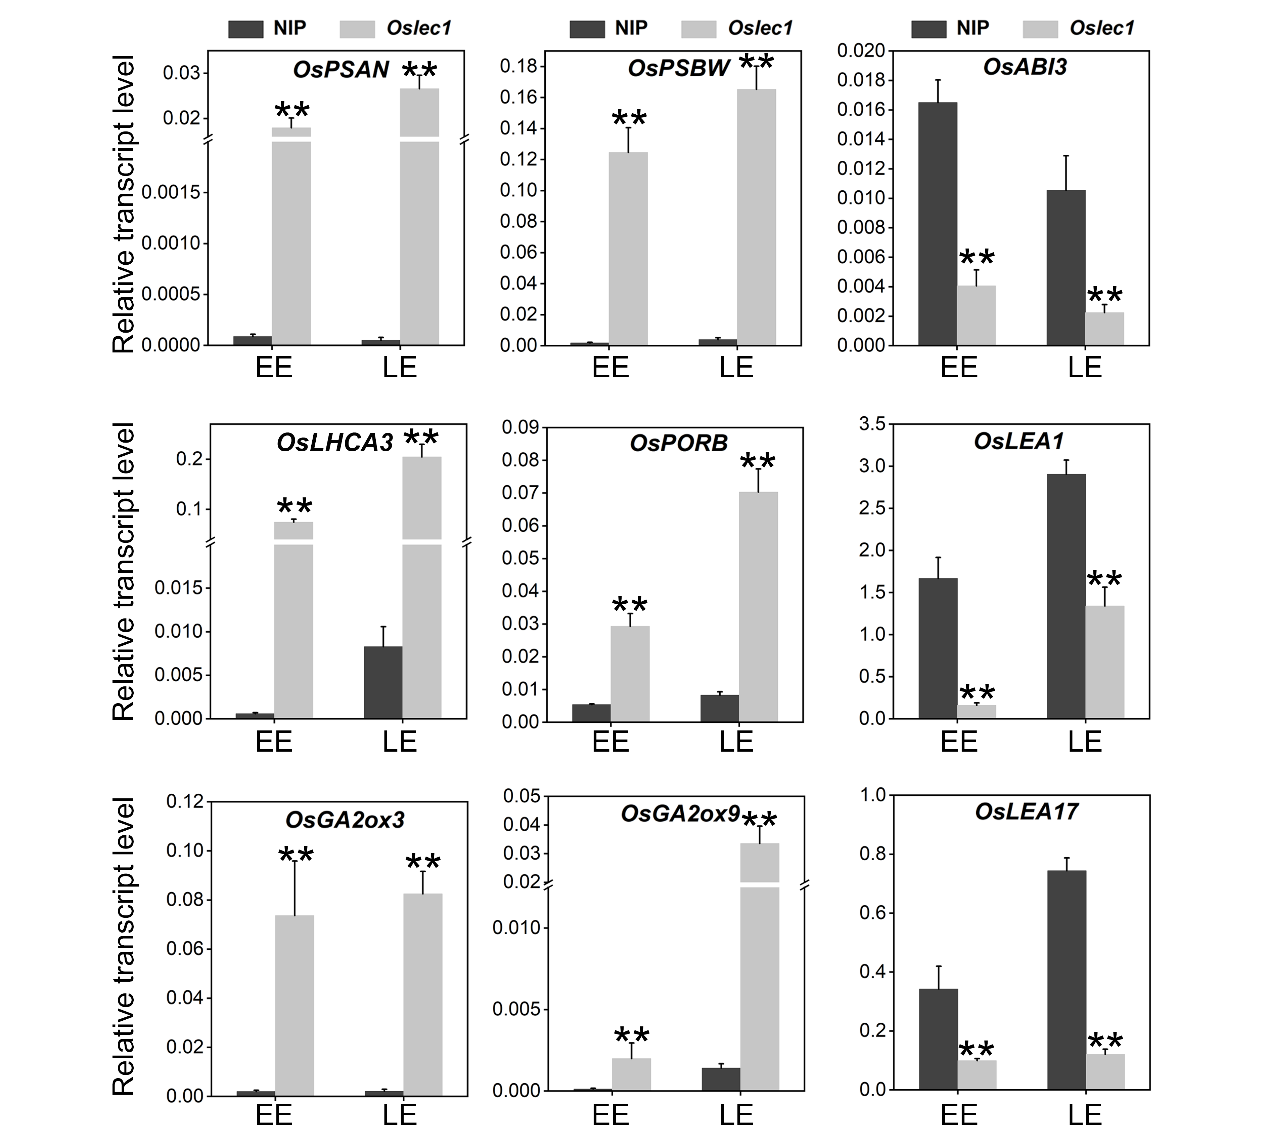

**Fig. S10.** **qRT-PCR analysis of transcription levels of OsLEC1-regulated genes.**

Three biological replicates were performed, and each replicate was tested with three technical repeats. The results were normalized to the expression of rice *Ubiquitin 5* (*OsUBQ5*).

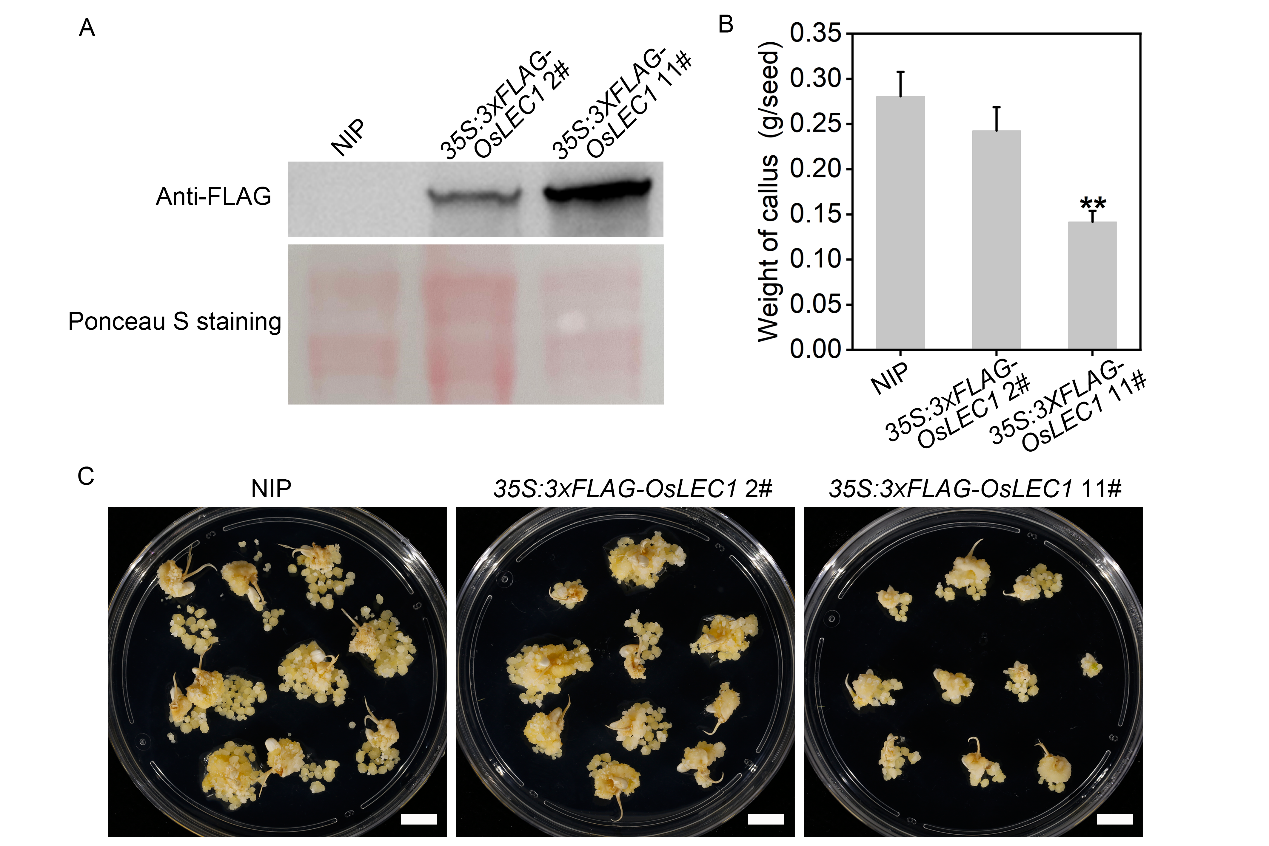

**Fig. S11.Callus formation phenotype of OsLEC1 overexpressed transgenic lines.**

(A) Western blot results of callus of *35S:3xFLAG-OsLEC1* cultured on CIM for 20 days. (B-C) Fresh weight and photos of callus of *35S:3xFLAG-OsLEC1* cultured on CIM for 20 days. Bars, 1 cm.

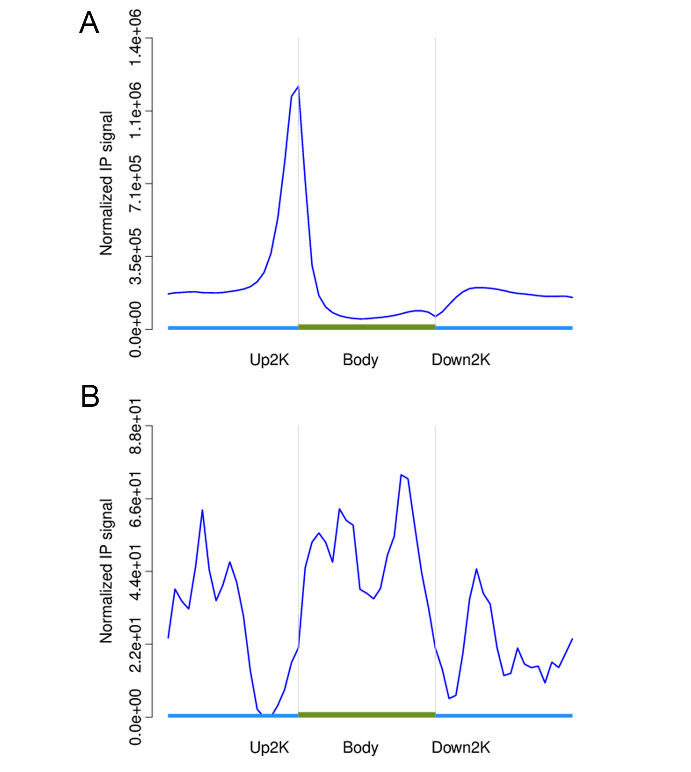

**Fig. S12.** Distribution of reads of ChIP-seq in gene bodies and upstream and downstream sequences. (A) Distribution of reads of ChIP-seq from *35S:3xFLAG-OsLEC1.* (B) Distribution of reads of ChIP-seq from NIP*.*

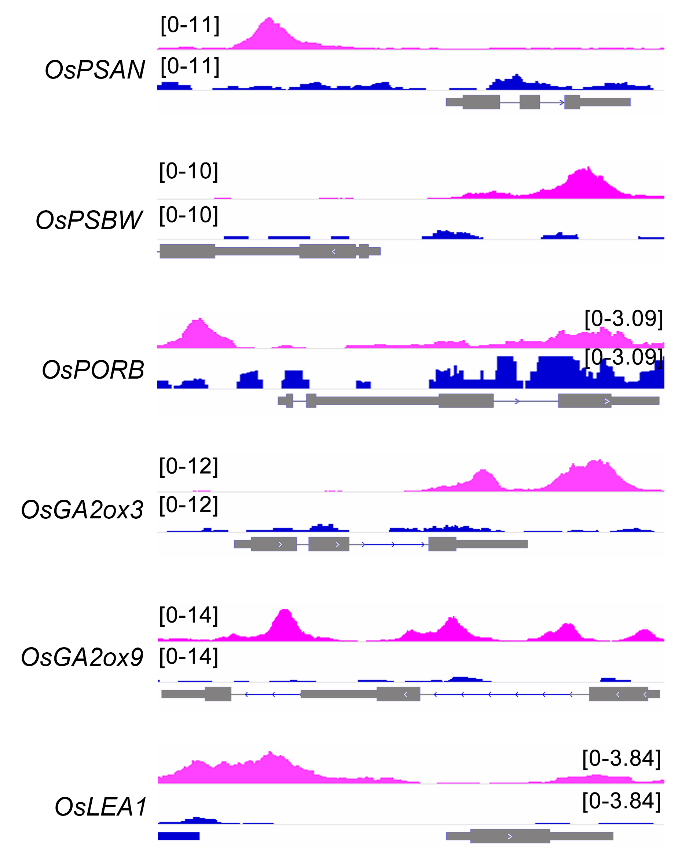

**Fig. S13.** **IGV screenshot of peak sites on genome sequences of OsLEC1-binding genes.** Red color and blue color indicated peak sites of genes in the ChIP-seq results from *35S:3xFLAG-OsLEC1* and NIP, respectively*.* Structure of the target genes were showed in grey color below the peak sites. The number indicate the height range of binding site peaks.

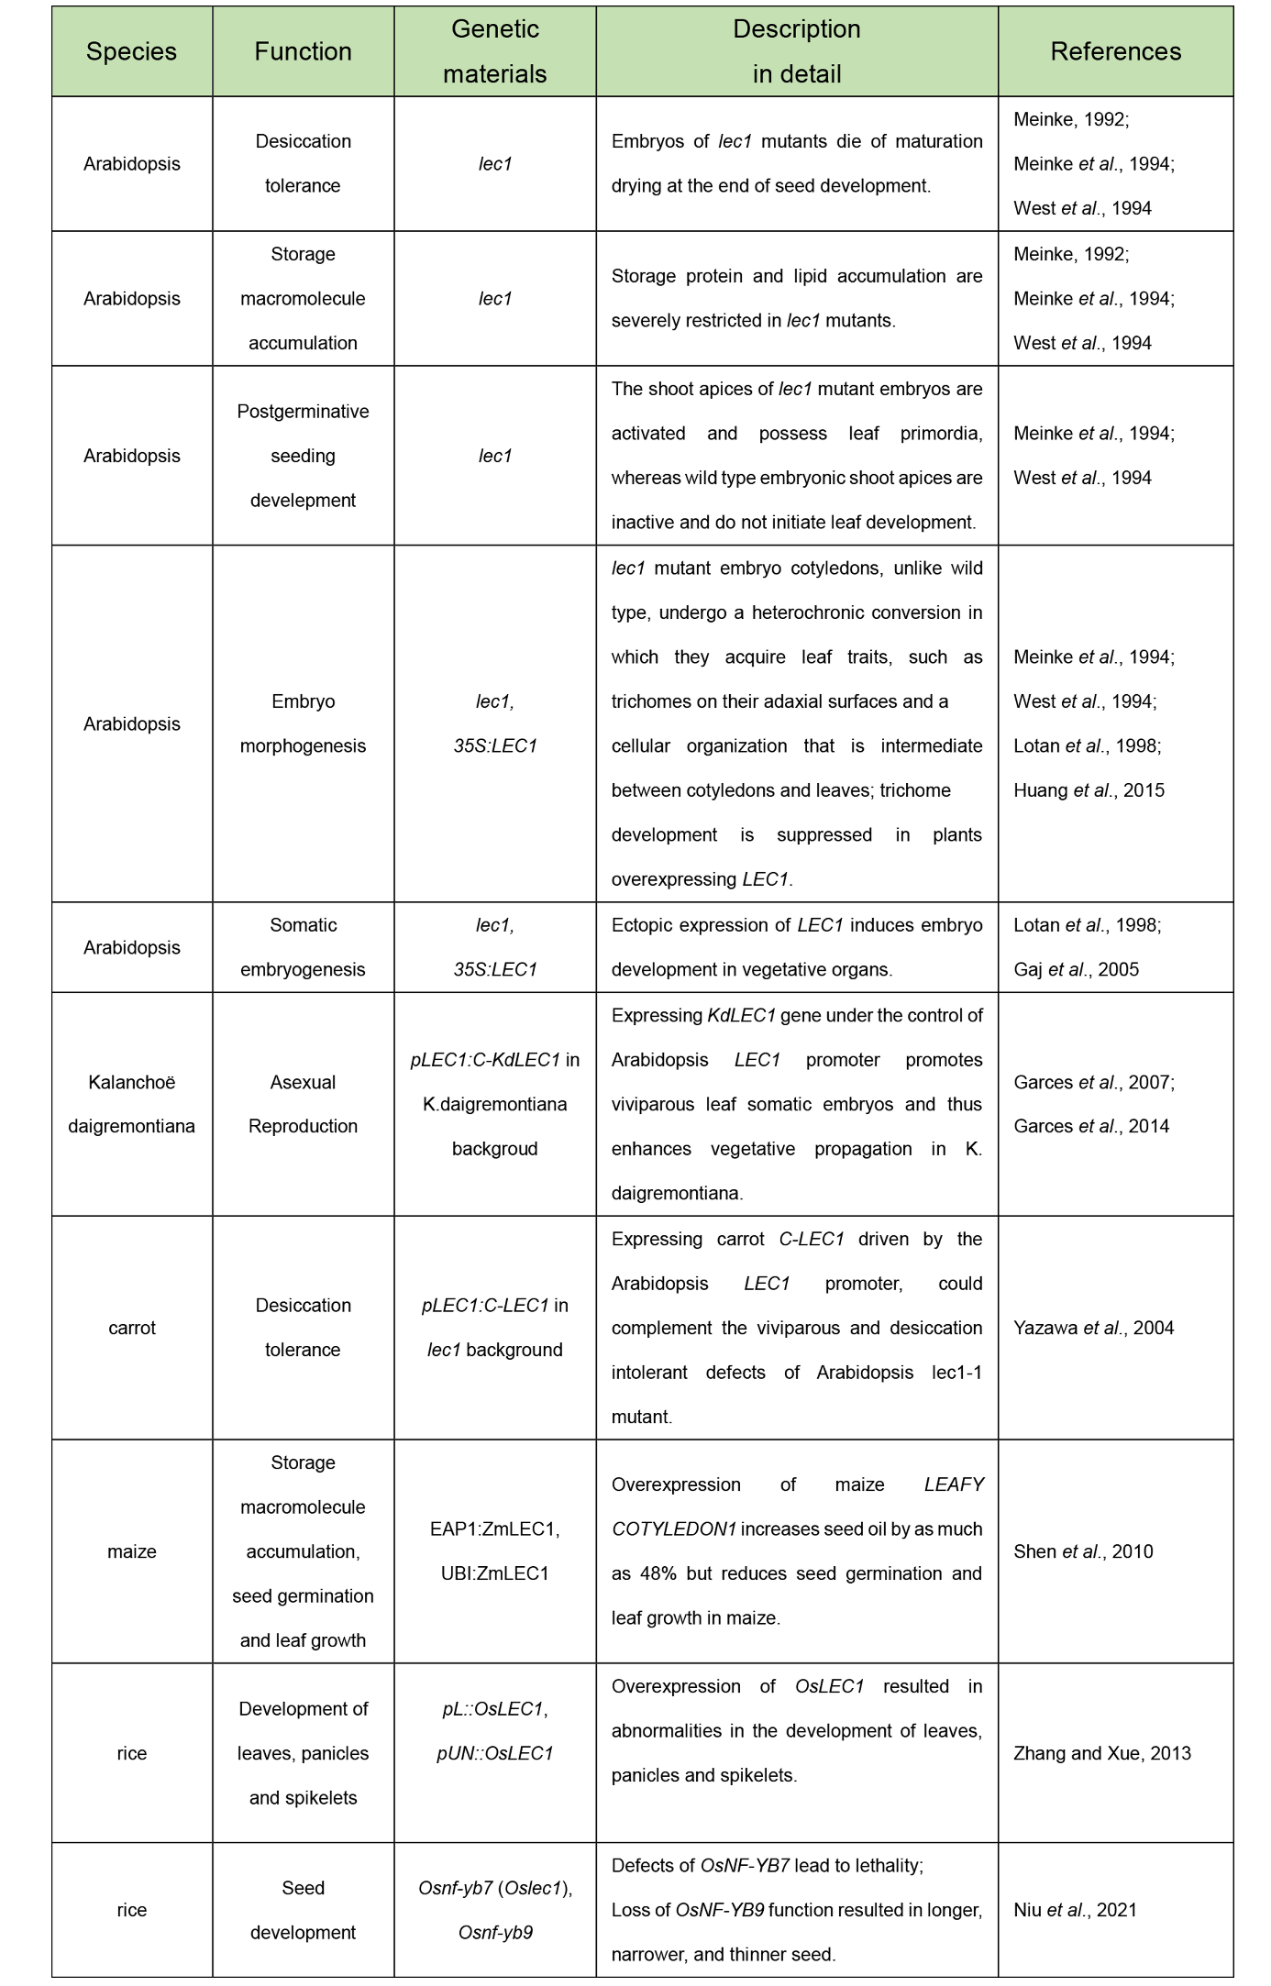

**Fig. S14.** A summary of studies that report the functions of OsLEC1.

How the deposited data were processed for this re-analysis (not part of the article)

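Polyadenylated RNA of rice embryos was sequenced in 4 groups of 3 replicates, wild type Nipponbare and *Oslec1-1* at 7 DAP (EE) and 25 DAP (LE), and each of the 12 libraries was assigned to its group from the sample records. The authors removed adapters and low-quality reads with Trimmomatic, mapped the reads to IRGSP-1.0 with Hisat2 and gave counts per gene, which are whole numbers without normalization. The authors also gave FPKM, TPM and read coverage per gene and library, in the form that StringTie writes. The counts were the basis of the main results and the FPKM values of some alternatives, while TPM and read coverage were not used here. The count table lists 38978 genes, of which 32693 had a count in at least 1 library and 6285 had none, and 0 entries name no gene. Library totals lay between 16113922 and 27213238 counts, so that a count of 0 allows up to 3 counts, or 1.1e-05% to 1.86e-05% of a library. Intervals of shares are Wilson intervals at 95% and cover counting error only.

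Counts were analysed in R 4.3.3 with edgeR 4.0.16, on the 6 libraries of each stage, with filterByExpr, TMM normalization and the quasi-likelihood test of *Oslec1-1* against the wild type. A gene was called at a Benjamini-Hochberg adjusted *p* under 0.05 and an absolute log2 fold change of at least 2. The difference of the mutant effect between the stages was tested as an interaction of genotype and stage on all 12 libraries, in which a difference between sequencing runs shared by both genotypes is taken up by the stage. A difference between runs that changes the genotypes unequally cannot be told apart from it. Spearman coefficients were computed across genes. A gene counted as expressed in a group with at least 1 count in at least 1 replicate. Folds against a group with no more than 3 counts in every library are given as bounds against 3 counts. The genes named were the 5 per stage and direction with the largest log2 fold change among called genes with a mean of at least 100 normalized counts in the higher group, and of these the first of each stage and direction is printed. The gene lists were the paper's GO lists for light harvesting in photosystem I, light harvesting, light reaction, photosynthesis and nutrient reservoir activity, as far as their identifiers are in the copies used here. These lists overlap: the list for light harvesting in photosystem I is contained in those for light harvesting and light reaction, while nutrient reservoir activity shares no gene with the others.

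Alternatives were DESeq2 1.42.0 on the libraries of a stage or on all 12, edgeR on all 12 libraries, no filter, at least 10 counts in every library, RLE factors, library size only, TMM without the 50 most abundant genes, the replicate number as a block, limma 3.58.1 on log2 FPKM with 1 or 0.1 added, kept at an FPKM of at least 0.5 in 3 libraries or with all genes, the unadjusted *p*, a test against a log2 fold change of 2, and each replicate left out in turn. Correlations were also computed on FPKM, on genes past the filter, as Pearson coefficients and as squares. Numbers of expressed genes were also computed with 10 counts, with counts in every replicate, with FPKM above 0, with a mean FPKM above 0.1 and after thinning. Tables and figures were made with Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9.

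The tests were tested on simulated data with 200 changed genes. The edgeR test called 193 of the 194 changed genes it tested at EE, with 2 unchanged genes called among 23615, and 193 of 195 at LE, with 1 among 24215. The interaction test found 185 of 200, with 11 unchanged genes among 24538. Left out were *OsLEC1* itself and the genes the paper names by symbol, among them the *OsLEA* genes, since no annotation used here pairs these symbols with the identifiers of the count table. For the same reason, gene families by description were not tested. ChIP-seq, qRT-PCR and phenotype data were not used here.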

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

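The scaling of the nutrient reservoir genes, the scaling of the genes called in opposite directions, the genes with a wide swing and the light-harvesting counts carried by endosperm RNA were tests chosen only after the result was seen, and the other tests in this part were chosen before.

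The effect of *Oslec1-1* differed between EE and LE for 8321 of 24903 genes in the edgeR test of the interaction (adjusted p under 0.05), a difference between the stages that the paper does not test. The effect was higher at LE for 4155 of them and lower for 4166, and it differed at least 4-fold for 1984. Of 30 assignments of genotype within the stages, drawn from 200, 1 gave as many genes, the real one. The most in another assignment was 4033, and 24 of the other 29 gave 0 genes. At an unadjusted p under 0.05, the other 29 gave 93 to 7876 genes, against 10848 for the real one. Such assignments move the effect of genotype into the spread between replicates, so they cannot settle whether chance gives as many genes. Scaling by RLE factors gave 8252 genes, with an effect higher at LE for 4359 and lower for 3893. With limma on FPKM, which were not scaled again, there were 14219 genes, higher at LE for 2482 and lower for 11737. The balance of the directions thus depends on the processing. Limma on FPKM differs from the edgeR test in more than the scaling, so the cause was not isolated. A difference between sequencing runs that acted unequally on the genotypes cannot be told apart from the stage, since the library codes split the libraries by stage, and no batch holds both stages. The age of the embryos stays open as an untested explanation.

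Among the 22309 genes tested at both stages, 1086 were upregulated and 143 downregulated at both, and 18 were called in opposite directions, 8 upregulated at EE and downregulated at LE and 10 the other way. All 18 had an adjusted p under 0.05 in the interaction test. They were picked by opposite calls on the same counts, so this is no independent evidence. The log2 fold changes of the stages had a Pearson coefficient of 0.70 and a Spearman coefficient of 0.55 across genes, which are not independent replicates, and the same sign for 68.3% of the genes. With library size only, which raises the fold changes at EE, 10 genes were upregulated at EE and downregulated at LE, all 8 of the TMM fit among them. In the other class, 3 of the 10 genes were still called. A shift of all genes at EE moves genes across the limit on the fold change in both classes. A lost call is thus not a lost direction. The scalings run shifted the median log2 fold change by at most 0.68 at EE and 0.10 at LE. Both are smaller than the limit on the log2 fold change, which each of the 18 genes passed at both stages. These shifts are thus too small to reverse a sign. With RLE factors, the classes held 8 and 10 genes, and with TMM without the 50 most abundant genes 9 and 10. These values argue against the scalings run as the cause of the opposite directions. A larger shift was not tested. Genes called at 1 stage are not thereby different between the stages: of the 1429 upregulated at EE only, 831 passed the interaction test, of the 759 downregulated at EE only 647, of the 880 tested among the 909 upregulated at LE only 316, and of the 151 tested among the 155 downregulated at LE only 60. Sequencing run and age stay open here too.

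Genes of the paper's GO list nutrient reservoir activity, which the paper's text does not discuss, were higher in *Oslec1-1* at EE, with a median log2 fold change of 3.25 over the 30 genes held, and 30 of 30 were upregulated. The study picked this list from the genes upregulated in these EE libraries, so the direction at EE is not independent evidence. In wild type libraries at EE, 3 of the 30 genes had at most 3 counts in every library, and the 21 genes with a mean of at least 100 normalized counts in wild type embryos rose by a log2 fold change of 2.28 to 4.26. The summed counts of the 30 genes rose from 6699.8 ± 899.9 to 51110.4 ± 1515 normalized CPM (SD, n = 3), or from 0.530% to 6.46% of all counts. The median of the list lay 3.22 above that of all tested genes with TMM and with library size only. A scaling shifts all genes alike and the list was picked for its rise at EE, so this excess does not test the scaling. The scalings run shifted the median at EE by at most 0.68, and the lowest log2 fold change of the list was 2.16 with TMM. This argues against the scalings run as the cause. At LE, 16 of 25 tested genes were upregulated, 18 when adjusted over the list alone, with a median of 2.67, or 2.47 with genes of at most 3 counts in every wild type library at their bound. The sums at LE were 157 ± 71.5 normalized CPM in the wild type and 697 ± 551 in *Oslec1-1*, where the highest library had 7.19 times the lowest, 1276 against 177. The genotypes overlap in this sum, with 231 in the highest wild type library, and 10 of the 25 tested genes had every *Oslec1-1* library above every wild type library. The cause of the spread between replicates was not tested. Without *Oslec1-1* LE replicate 1, the highest, 10 genes were upregulated and the median fell to 1.60, without wild type LE replicate 2 the number was 6, and without *Oslec1-1* LE replicate 2 it was 22.

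Endosperm RNA in the embryo samples is a candidate source of the nutrient reservoir counts, because the term covers stored nutrients and the level of its genes varied among replicates of LE embryos. Genes outside the list whose deviations from their group mean follow those of the list across the 6 LE libraries, with a coefficient over 0.9, were upregulated at EE in 8.51% of 564 cases, against 9.51% of all 22248 genes and 10.8% of 251 genes that move against the list, which goes against the explanation. In simulated data, however, the same rule picked 453 genes by chance beside 159 of 170 true followers, so that chance followers dilute the share. Among followers that swing at least 0.5 times as far as the list, 85% of 20 were upregulated at EE, against 28.9% of 1117 genes with such a swing, which goes with the explanation. Up to 10 of these 20 genes could be members of the paper's list of 40 that are not among the 30 held, and the test could then restate the list. With 10 upregulated genes taken out, 7 of 10 would be left. Only 4 genes moved against the list with such a swing, 2 of them upregulated. The tests point in different directions, so endosperm RNA and a higher expression of these genes in *Oslec1-1* embryos cannot be told apart here. By electron microscopy at 7 DAP, the paper found hardly any stored lipid or starch in mutant embryos. This does not go with more storage in these embryos. Microscopy shows stored material and not RNA, however, so the source of the counts stays open. If the nutrient reservoir counts brought light-harvesting counts with them at the highest ratio of the wild type EE libraries, the *Oslec1-1* EE libraries would hold 51.7 to 54.7 normalized CPM of light-harvesting genes. They held 595 to 694, at least 10.9 times as many. This goes against endosperm RNA as the source of the light-harvesting difference at EE, but wild type embryos may have nutrient reservoir counts of their own, and the ratio in endosperm RNA was not measured, so it stays open there. At LE, the *Oslec1-1* libraries held at least 2.74 times the light-harvesting counts that their nutrient reservoir counts would bring at the highest ratio of the wild type LE libraries. Among the *Oslec1-1* LE replicates, the light-harvesting counts varied 1.26-fold while the nutrient reservoir counts varied 7.19-fold. The first comparison has the same limit as at EE, since the ratio in endosperm RNA was not measured. The second comparison is free of this limit and argues against endosperm RNA as the cause of the light-harvesting difference at LE.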

How the results depend on the processing

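The alternatives for the numbers of DEGs, the interaction, the correlations and the expressed genes were set before the data were examined, as were the tests and the rule for the named genes. The alternatives for the overlap of the stages, the GO lists and the log2 fold changes of named genes were chosen after seeing the data. Where no cause is named, the cause was not tested.

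With at least 10 counts in every library, fewer genes were tested, and 742 genes were upregulated at EE and 708 at LE, with 159 downregulated at LE. The upregulated share was 54.8% at EE and 81.7% at LE. The genes upregulated at both stages were 191, those downregulated at both 77 and those called in opposite directions 7. The upregulated genes of the lists were 2 at EE and 8 at LE for light harvesting in photosystem I, 3 and 9 for light harvesting, 6 and 14 for light reaction, and 11 and 15 for photosynthesis. In this setting, genes with no counts in 1 genotype cannot be called, so the depth limits what it says of genes that are silent in the wild type.

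With limma on log2(FPKM + 1), 1616 genes were upregulated and 323 downregulated at EE, an upregulated share of 83.3%, and 827 and 93 at LE, a share of 89.9%. The interaction then covered 14219 genes, 479 genes were upregulated and 47 downregulated at both stages, 6 were opposite, and 9 nutrient reservoir genes were upregulated at LE. With all genes in this test, the numbers were 1616, 323 and 83.3% at EE, 812, 93 and 89.7% at LE, 470, 47 and 6 for the overlaps and 4 for nutrient reservoir activity at LE. With 0.1 added in place of 1, 522 genes were downregulated at EE and the shares were 87.1% and 89.4%.

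When tested against a log2 fold change of 2, a stricter test by construction, 1520 genes were upregulated and 523 downregulated at EE and 965 and 87 at LE, with a share of 91.7% at LE. The overlaps were 528, 48 and 4, and 3 nutrient reservoir genes were upregulated at LE. With library size only, 528 genes were downregulated at EE and the shares were 87.4% and 89.0%. DESeq2 on all 12 libraries gave a share of 75.4% at EE and 28 opposite genes, and no filter a share of 75.2% at EE. The share stayed above 50% in all 20 alternatives at each stage.

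Leaving out each replicate in turn gave 2509 to 2904 upregulated and 886 to 1009 downregulated genes at EE, and 1947 to 2524 and 318 to 365 at LE. The upregulated share was 72.4% to 75.7% at EE and 85.4% to 88.3% at LE, and the interaction covered 6944 to 8292 genes. The upregulated nutrient reservoir genes at LE were 6 to 22 of the 30 held, against 16 with all replicates: 6 without wild type LE replicate 2, 10 without *Oslec1-1* LE replicate 1 and 22 without *Oslec1-1* LE replicate 2. With the replicate number as a block, 2520 and 905 genes were called at EE, 2049 and 307 at LE and 8294 in the interaction. The deviations of replicates with the same number had correlations of 0.20, -0.02 and -0.09 at EE and 0.59, -0.05 and 0.37 at LE. Libraries with different numbers were not compared in this way. Whether the numbers pair the libraries, at LE above all, thus stays open.

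The lowest coefficient between replicates was 0.989 with Pearson on CPM, 0.988 with Pearson on FPKM, 0.985 with Pearson on log2 CPM and 0.955 when squared. The highest coefficient between groups was 0.937 with FPKM, 0.930 with genes past the filter, 0.853 with Pearson on CPM, 0.76 with Pearson on FPKM, 0.957 with Pearson on log2 CPM and 0.899 when squared. The numbers of expressed genes stayed within 1.5 times the reported number in 8 of 8 alternatives for each group, and those of the nutrient reservoir list at EE in 20 of 20. The 4 named genes kept their direction and stayed past the threshold in 19 of 19 alternatives each. Not run were the *OsLEA* genes, the gene families among upregulated and downregulated genes and the endosperm storage protein family, because symbols and descriptions could not be matched to the gene identifiers, and for 1 alternative of the named genes, at least 10 counts in every library, no value exists.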

Differences from the paper's values

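The lowest coefficient between replicates was 0.977 and the paper's value is above 0.99. With Pearson on CPM it was 0.989 and with Pearson on FPKM 0.988, both within the spread between pairs of the paper's value, and the other 4 alternatives set before the data were examined did not close the gap. The paper writes the coefficient as *R*2, and the squared coefficient was 0.955. The highest coefficient between groups was 0.948 and the paper's value is below 0.75. With Pearson on FPKM it was 0.76, the squared coefficient was 0.899, and the 5 other alternatives set before the data were examined did not close the gap.

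The highest coefficients of Fig. S7, read by eye, are about 0.30 for wild type and *Oslec1-1* at EE in the paper against 0.921 here, about 0.76 for wild type and *Oslec1-1* at LE against 0.948, about 0.19 for wild type EE and LE against 0.930, about 0.69 for *Oslec1-1* EE and LE against 0.937, about 0.40 for *Oslec1-1* EE and wild type LE against 0.896 and about 0.36 for wild type EE and *Oslec1-1* LE against 0.898 (Fig. S7, read by eye). The labels NIP and LEC1 of the figure were read as wild type and *Oslec1-1*, as in the sample names. The printed legend of Fig. S7 states the reverse, under which about 0.19 and about 0.69, and about 0.40 and about 0.36, exchange the genotype (Fig. S7, read by eye). With Pearson on FPKM, the values in the same order were 0.298, 0.76, 0.192, 0.692, 0.401 and 0.356. Each lay within the spread between pairs of the value read from the figure. The figure, which the paper labels as Spearman, thus fits Pearson coefficients of FPKM and not the Spearman coefficients found here. With Pearson on CPM, only the value of *Oslec1-1* EE and LE, 0.705, came within the paper's value. The other alternatives set before the data were examined closed none of these gaps.

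For the GO list photosynthesis, the paper's table gives 63 genes and 30 were held here, because the copy of the table ends within the list, and no alternative applies.

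Of the 1062 genes of the paper's Table S2, edgeR called 901 and DESeq2 on the libraries of the stage 1059, and of the 402 genes of its Table S4, edgeR called 298 and DESeq2 402.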

Other observations

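The test of the shift in scaling behind the upregulated share was chosen only after the result was seen, and the other tests in this part were chosen before.

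The larger share of upregulated genes among the DEGs may depend on genes with few counts. At EE, 44.22% of the DEGs were upregulated in the group of tested genes with the highest mean count, 70.4% in the middle group and 84.1% in the lowest. The middle group at EE had means of 97.5 to 413 normalized counts. At EE, genes with few counts thus fit as the source of a part of the larger share, but not of all of it. At LE, 79.59% of the DEGs in the highest group were upregulated, which argues against that explanation there. The log2 fold changes of all genes would have to be lowered by 0.72 at EE and 0.98 at LE for the upregulated genes to make up no more than 50% of the DEGs. The scalings run shifted the median by up to 0.68 upward at EE and by no more than 0.03 downward at either stage, so none of them put such a shift to the test. The total RNA of an embryo was not measured, so a shift of this size is not excluded and the scaling between libraries cannot be told apart from an effect of genotype. Genotype stays open as the explanation the design gives.

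The libraries of a stage can be split into 3 and 3 in 10 ways. For upregulated genes at EE 1 of the 10 splits gave as many genes, the real one, and the number was also 1 of 10 for downregulated genes at EE, 1 of 10 for upregulated genes at LE and 1 of 10 for downregulated genes at LE. With 10 splits the share cannot fall under 0.1, so the splits alone cannot settle whether chance assignment gives such numbers. The edgeR test of the real split gave 13129 genes with an adjusted p under 0.05 at EE and 11306 at LE. In simulated data with 200 changed genes, the edgeR test with the limit on the fold change called 2 unchanged genes at EE and 1 at LE. The real numbers above have no such limit and cover far more genes, so the simulation does not measure chance calls among them. The case against chance assignment thus rests on the adjusted p of the edgeR test alone. The other 9 splits called 0 genes at each stage and gave 0 genes with an adjusted p under 0.05. Each of them mixes the genotypes in both groups, which moves the effect of genotype into the spread between replicates. Their low numbers therefore do not show what chance gives. At an unadjusted p under 0.05, they gave 39 to 368 genes at EE and 52 to 1823 at LE, and with the limit on the fold change 0 to 25 and 3 to 59.

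More genes had counts in *Oslec1-1* than in the wild type. After thinning to the same total, the difference was 2632 genes at EE and 1408 at LE, which argues against library depth. With the 50 most abundant genes left out before thinning, it was 2190 at EE and 1371 at LE, which argues against a few genes taking most of the counts as the whole cause. Reads from other tissues in the samples were not tested for this pattern, and genotype stays open.

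Identifiers other than nuclear loci, plastid and mitochondrial genes included, held 5 upregulated genes at EE, 4 upregulated genes at LE and 1 downregulated gene at LE outside the organelles, and 5 mitochondrial genes were downregulated at LE. No explanation was tested for them.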
